# Transcriptional Profile of Kidney from Type 2 Diabetic db/db Mice

**DOI:** 10.1155/2017/8391253

**Published:** 2017-01-23

**Authors:** Haojun Zhang, Tingting Zhao, Zhiguo Li, Meihua Yan, Hailing Zhao, Bin Zhu, Ping Li

## Abstract

Diabetic nephropathy (DN), a common diabetic microvascular complication, is characterized by progressive glomerular sclerosis and tubulointerstitial fibrosis. However, the underlying mechanisms involved in DN remain to be elucidated. We explored changes in the transcriptional profile in spontaneous type 2 diabetic db/db mice by using the cDNA microarray. Compared with control db/m mice, the db/db mice exhibited marked increases in body weight, kidney weight, and urinary albumin excretion. Renal histological analysis revealed mesangial expansion and thickness of the basement membrane in the kidney of the db/db mice. A total of 355 differentially expressed genes (DEGs) were identified by microarray analysis. Pathway enrichment analysis suggested that biological oxidation, bile acid metabolism, and steroid hormone synthesis were the 3 major significant pathways. The top 10 hub genes were selected from the constructed PPI network of DEGs, including* Ccnb2* and* Nr1i2*, which remained largely unclear in DN. We believe that our study can help elucidate the molecular mechanisms underlying DN.

## 1. Introduction

With the increasing prevalence of diabetes worldwide, diabetic nephropathy, a serious and major microvascular complication of diabetes mellitus (DM), has also become a global problem affecting about 40% of patients with diabetes and is the primary cause of end-stage renal diseases (ESRD) in developed countries [1, 2]. DN is characterized by excessive accumulation of extracellular matrix (ECM) with thickening of glomerular and tubular basement membranes and increased mesangial materials [3]. Therapies for DN remain clinically limited thus far [4]. Although attempts including intensive control of hyperglycemia and hypertension reduced albuminuria accompanied with delay in DN progression, many patients still experience exacerbated renal injuries and develop ESRD [2]. A better understanding of the molecular mechanisms of DN can thus help establish effective therapeutic strategies for the condition.

To fundamentally understand and elucidate the mechanism of DN, high-throughput microarrays could be used to investigate the underlying genetic characteristic of processes involved in DN. These techniques have been widely used in screening the potential targets for DN. Distinct patterns of molecules and pathways between glomeruli and tubulointerstitial compartment were identified by transcriptome analysis of human DN [5]. The transcriptional profile from renal biopsies revealed activation of the NF-kB pathway in DN [6]. Watanabe et al. indicated that the macrophage migration inhibitory factor could be an important cytokine for induction of microalbuminuria by the cDNA microarray [7]. Thus, microarray analysis can effectively identify key molecular events and pathways involved in DN.

Animal models exhibit a remarkable advantage when difficulties arise in clinical trials. Db/db mice were considered good animal models for DN. The G-to-T point mutation of leptin receptor mutation (LepRdb/db) from db/db mice results in defective responses to leptin, leading to the development of hyperphagia, obesity, hyperlipidemia, hyperinsulinemia, insulin resistance, and diabetes. Db/db mice could develop mild kidney damage, which is similar to early-stage of human type 2 DN. Thus, db/db mice are commonly used to investigate the mechanisms of renal injury associated with type 2 diabetes [8].

In the current study, we employed global microarray analysis combined with bioinformatics to explore the differential gene expression in db/db and db/m mice in order to identify candidate genes that may be involved in the development of DN.

## 2. Materials and Methods

### 2.1. Animal Experimentation

Male db/db mice (*n* = 6) at 10 weeks old and their nondiabetic db/m littermates (*n* = 6) were purchased from Beijing Vital River Laboratory Animal Co. Ltd. (Beijing, China). Animals were given free access to standard chow and water for 12 weeks. At the end of the experiment, all mice were weighed, and individual 24 h urine collections were obtained using metabolic cages. Subsequently, all animals were sacrificed at 22 weeks of age. Their blood was collected, and their kidneys were harvested, weighed, and immediately frozen in liquid nitrogen for further analysis. The mice were housed in an animal care facility at China-Japan Friendship Hospital. The protocol was approved by the ethics committee of the Institute of Clinical Medical Sciences at China-Japan Friendship Hospital and then executed as specified in the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### 2.2. Urinary Albumin Excretion and Renal Histology

Urinary albumin concentrations were determined using Mouse Albumin ELISA Quantitation Set (Bethyl Laboratories Inc., Montgomery, TX) in accordance with the manufacturer's instructions.

Dissected kidney samples were fixed in buffered formalin (10%) for 24 h, dehydrated, embedded in paraffin, sectioned at 3 *μ*m thickness, and mounted on slides. The paraffin sections were stained with periodic acid-Schiff (PAS) and examined under light microscopy.

### 2.3. RNA Extraction, Amplification, Labeling, and Hybridization

Renal cortices were carefully isolated from 3 mice in db/db and db/m group, respectively, for microarray analysis. Total RNA were extracted using TriZol Reagent (Invitrogen, Carlsbad, CA) in accordance with the manufacturer's instructions. Removal of contaminating genomic DNA was conducted using DNase I digested for 15 min at 37°C. After being cleaned up with RNeasy Kit (Qiagen, Hilden, Germany), the RNA quantities and qualities were determined by spectrophotometry and 1% formaldehyde denaturing gel electrophoresis, respectively. Samples with bright bands of ribosomal 28S to 18S RNAs in a ratio >1.5 : 1 were used for microarray analysis.

Microarray experiments were performed by CapitalBio Corporation (Beijing, China), a service provider authorized by Affymetrix, Inc. (Santa Clara, CA) in accordance with the Affymetrix GeneChip® manual. As much as 100 ng of total RNA was used for cDNA synthesis. Biotin-tagged cRNA was produced using the GeneChip IVT Labeling Kit (Affymetrix). Subsequently, 15 *μ*g fragmented cRNA, with Control Oligo B2 and eukaryotic hybridization controls (bioB, bioC, bioD, cre), was hybridized to the Affymetrix Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA) at 45°C for 16 h (Affymetrix GeneChip Hybridization Oven 640). After hybridization, the GeneChip arrays were washed and then stained with streptavidin phycoerythrinonan with Affymetrix GeneChip Fluidics Station 450, followed by scanning with Affymetrix GeneChip Scanner 3000 7G.

Data were analyzed using Affymetrix Expression Console and Transcriptome Analysis Console (TAC) software. The gene array was run in triplicate, and the significance of the difference for each gene was determined by one-way ANOVA. Differentially regulated genes (DEGs) were defined as genes with a 1.5-fold and greater change over controls with *p* < 0.05. These microarray data have been submitted to the Gene Expression Omnibus repository and are accessible through accession number GSE87359.

### 2.4. Enrichment Analysis for GO and Pathway

The software ClueGO 2.0.6 for “Cytoscape 3.0.1” was used to apply the “Function” analysis mode and the “Compare” cluster analysis type (cluster 1* * = * *upregulated genes and cluster 2 * *=* * downregulated genes). The statistical test used for the enrichment was based on a two-sided hypergeometric option with the Bonferroni correction, a *p* value less than 0.05, and a kappa score of 0.40. The pathway databases included KEGG, Reactome, and Wiki Pathways. The Gene Ontology (GO) databases included the biological process and molecular function Gene Ontology, updated to 10.09.2013. The Benjamini-Hochberg false discovery rate was set to 0.05.

### 2.5. Construction of PPI Network

The PPI network of DEGs in each group was constructed in the Search Tool for the Retrieval of Interacting Genes (STRING) database using Cytoscape 2.8, a free software package for visualizing, modeling, and analyzing the integration of biomolecular interaction networks with high-throughput expression data and other molecular states. The interactive pattern degree was set at 0.4.

### 2.6. Validation of DEGs by Quantitative PCR (qPCR)

The expression levels of 14 DEGs (highly upregulated or downregulated in db/db mice) were measured by qPCR in triplicate for the technical validation of microarray data. Results were expressed as fold expression relative to the expression in the control group by using the delta-delta Ct (ΔΔCt) method. The level of *β*-actin RNA was used as an internal standard. All of these primers are listed in Table 1.

### 2.7. Statistical Analysis

Data are presented as means ± SEM and compared using Student's *t*-test. *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Manifestation of Type 2 DN from db/db Mice

As shown in Figure 1, body weight and blood glucose in db/db mice were markedly higher than those in db/m mice. Compared with those of the control db/m mice, significant increases in 24 h urinary albumin and kidney weight were indicated in the db/db mice. Histological examination demonstrated a mild accumulation of mesangial matrix. Thickening of the glomerular base membrane was observed in db/db mice. No remarkable changes in the tubulointerstitium were observed in the model.

### 3.2. Identification of Differentiated Genes (DEGs)

In the study, a cutoff of 1.5-fold change or greater was used to selectively analyze genes that were altered by a significantly higher margin compared with normal controls. 

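Kidney RNA from 6 male mice aged 22 weeks was measured on Affymetrix arrays, with 1 array for each of 3 diabetic db/db mice and 3 non-diabetic db/m mice. The methods name the tissue as renal cortex, and the sample labels of the deposited data name it as kidney. The mice entered the study at 10 weeks of age and were housed for 12 weeks, and 100 ng of RNA was used per array. The deposited table holds the signal of 41345 probe sets on the log2 scale, which the submitters' notes say was made by RMA (background correction, normalization between arrays and summary over probes) in Affymetrix Expression Console. Its numeric probe-set identifiers belong to another Affymetrix annotation than that of the array named in the methods, so gene names were taken from the annotation that matches the identifiers. Of the probe sets, 23521 name 1 gene, 1814 name several genes and 16010 name none. The median signal was 3.39, 3.43 and 3.36 in the 3 db/m mice and 3.36, 3.38 and 3.40 in the 3 db/db mice.
No further normalization or filter on dim probe sets was applied. Each gene was represented by the probe set with the highest mean signal among those that name it alone, which gave 22180 genes. The groups were compared with limma's moderated test, as db/db minus db/m, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The study's own thresholds, a 1.5-fold change with an unadjusted p under 0.05, were also applied to all probe sets. Lists of pathway genes and cell type markers, fixed before the data were examined but after the paper's tables had been read, were tested as sets with camera at a preset inter-gene correlation of 0.01, and again with the correlation estimated from the data. With the estimate, p values also rose for the shifted lists whose estimated correlation lay below 0.01. In those lists correlation between genes therefore does not explain the lost shift. Other shifted lists had higher estimates, such as 0.391 for the glutathione transferases. How far correlation accounts for the loss there was not tested. Errors given with group means are SDs between mice, and those given with log2 fold changes are standard errors. The number of arrays, 3 per group, limits the precision of every value.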

After filtering, we found that 164 genes were downregulated and 191 genes were upregulated in the db/db mice.  

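At an adjusted p under 0.05, 43 genes rose and 64 genes fell in db/db mice among the 22180 genes tested. Of these, 11 rose and 34 fell by at least 2-fold. The 3 db/db mice lay on one side of the 3 db/m mice for each of the 107 genes, which their selection for a low p makes likely. Over all genes, 16.8% had groups that did not overlap, where chance gives 10%. At the study's thresholds 533 probe sets were higher and 384 were lower, and of these 225 and 175 name a gene alone. The called genes include membrane transporters (Slc22a26 and Abcb1b), enzymes of steroid and bile acid metabolism (Cyp7b1 and Akr1c14) and T cell genes (Ccl5 and Cd3e).
Fewer genes passed when any array was left out. The counts were 11 higher and 28 lower without db/m replicate 1, 26 and 43 without db/m replicate 2, 9 and 21 without db/m replicate 3, 8 and 20 without db/db replicate 1, 18 and 33 without db/db replicate 2, and 13 and 29 without db/db replicate 3. All 107 genes kept their sign and an unadjusted p under 0.05 from limma in each of these fits, which have fewer degrees of freedom. The genes were chosen for a low p on the same arrays, so this is not independent evidence. The number of genes called also depended on how the spread between mice was estimated. The methods' t-test, which uses each gene's own spread, called 0 genes higher and 2 lower after adjustment, although 159 and 131 genes passed the study's thresholds with it. Moderation over all probe sets in place of the named genes, an alternative chosen after seeing the data, left 0 higher and 14 lower, against 1314 higher and 1042 lower at an unadjusted p under 0.05 from limma.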

Figure 2(a) shows a heat map distribution of those DEGs. The genes shown in red indicate a high signal, whereas those in green indicate a low signal. The heat map demonstrated that several areas with highly altered (upregulated or downregulated) signals were shown in db/db mice compared with db/m mice. 

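Several changes exceeded the spread between mice. Slc22a7, an organic anion transporter, fell by 3.34 on the log2 scale (standard error 0.55, adjusted p = 0.0407), with 4.19 ± 1.32 (SD, n = 3) in db/db mice against 7.52 ± 0.58 (SD, n = 3) in db/m mice. Hrg, which encodes the plasma protein histidine-rich glycoprotein, fell by 1.88 (standard error 0.30, adjusted p = 0.0355). Fmo5, a flavin-containing monooxygenase, fell by 1.36 (standard error 0.14, adjusted p = 0.00424). Among the rises, Pdk1, a kinase that inhibits pyruvate dehydrogenase, rose by 1.00 on the log2 scale (standard error 0.16, adjusted p = 0.0355), and Agmo, an alkylglycerol monooxygenase, rose by 1.02 (standard error 0.13, adjusted p = 0.0137). The log2 fold change over all genes had a median of 0.00.
Fmo5 passed in all 6 of the fits that leave out 1 array, Agmo in 2 and Slc22a7 in 1, with a log2 fold change of Slc22a7 from -4.08 (without db/db replicate 3) to -2.82 (without db/db replicate 2). Pdk1 (adjusted p from 0.0552 to 0.138) and Hrg (0.0565 to 0.111) passed in 0 of them.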

All analyses were performed using Transcriptome Analysis Console (Affymetrix). 

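No departure of the genes past the study's thresholds from an even spread over the chromosomes passed a test. Of 21981 genes with a chromosome in the RefSeq annotation of GRCm38.p6, 401 passed these thresholds. Chromosome 3 held 29 of them, where 19.2 would follow from its share of genes (Fisher's exact test, adjusted p = 0.481 over all chromosomes). Its called genes include Cyp7b1, a hydroxylase of oxysterols and steroids, and Cym, which encodes the protease chymosin. Chromosome 17 held 11, where 19.6 would follow from its share (Fisher's exact test, adjusted p = 0.481). No difference between chromosomes passed a permutation test of the whole distribution (p = 0.546, 1e+05 resamples). Neighbouring genes of a family, such as the Slc22a transporters on chromosome 19, are not independent of each other.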

The genes were evenly distributed among the chromosomes, with no significant clustering on any one chromosome, which could suggest site-specific gene induction (Figure 2(b)). These genes are represented as a scatter plot (Figure 2(c)) showing the upregulated genes in red and the downregulated genes in green. These DEGs were plotted against significance (Figure 2(d)), with the red dots in Figure 2(c) denoting significantly induced genes and the green dots in Figure 2(c) denoting significantly repressed genes. These figures show that the gene expression profile in db/db markedly differs from that in db/m mice.

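Mice of different groups differed more from each other on average than mice of the same group. Single distances overlapped, at 72.3 to 89.1 between groups and 71.4 to 79.9 among db/m mice. The mean Euclidean distance over all probe sets was 79.1 between a db/m and a db/db mouse, 76.7 between db/m mice and 71.3 between db/db mice. The mean distance between groups exceeded that within groups by 5.12 (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow), and the highest value among the other splits of the mice was 0.846. The first principal component carried 28.8% of the variance and placed all db/db mice on the positive side and all db/m mice on the negative side, with db/m replicate 2 close to the middle at -2.40. That mouse had a higher mean correlation with the db/db mice (0.989) than with its own group (0.988), unlike the other 5. The db/m replicate 3 lay farthest out, at -45.3, and its clock genes Arntl, which encodes BMAL1, and Npas2, a paralog of Clock, both named here after their values were seen, had signals of 6.88 and 7.85 against 5.41 and 5.70 in db/m replicate 1 and 5.59 and 5.97 in db/m replicate 2.
From the heat map and the scatter and volcano plots, the paper concludes that gene expression in db/db mice is markedly different from that in db/m mice.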

### 3.3. GO Term Enrichment Analysis of DEGs

Using the Cytoscape plug-in ClueGO, we performed Gene Ontology enrichment analysis to focus on the GO categories and thus understand the biological functions associated with DN. In general, 232 GO terms were significantly enriched, as shown in Figure 3(a). 

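Among the genes of the leading Gene Ontology terms, organic anion transporters showed some of the largest changes. Slc22a26 fell by 3.49 on the log2 scale, from 7.79 ± 0.52 (SD, n = 3) in db/m mice to 4.30 ± 0.30 (SD, n = 3) in db/db mice (adjusted p = 0.000599). Slc22a19 fell by 1.77 (standard error 0.26, adjusted p = 0.027) and Slc22a28 fell by 1.17 (standard error 0.15, adjusted p = 0.014). In the other direction, the drug efflux pumps Abcb1a and Abcb1b, which Table 3 lists under bile secretion, rose by 0.88 and 1.27 on the log2 scale (adjusted p = 0.0137 and 0.0117), and Gm6614, which the tables list among organic anion transporters, rose by 2.87 (standard error 0.31, adjusted p = 0.00654). Its db/m mean of 2.83 lies below the median signal of the arrays, so the size of this rise depends on the background.
Of the 36 genes that Table 2 gives as upregulated, 32 have a probe set of their own. All 32 were higher in db/db mice, and 12 of them passed the test. Of the 36 given as downregulated, 34 have a probe set of their own, 32 were lower and 21 passed. The table was drawn up from these arrays, so its direction here is not independent evidence. In the fixed list of organic anion, cation and drug transporters, 4 of 33 measured genes rose and 6 fell (7 and 10 adjusted over the list alone), and 11 of the 33 are named by the study. As a set they shifted lower (camera, adjusted p = 0.0148), which was lost with an estimated correlation (adjusted p = 0.291) and without db/m replicate 2 (adjusted p = 0.0665). Log2 fold changes were positive in 14 of the 33 and negative in 19, with a median of -0.10 and a mean of -0.41. The 22 genes that the study does not name had a median of -0.11. Slc22a26 and Gm6614 passed in all 6 fits that leave out 1 array, Slc22a28 in 5, Abcb1b in 4, and Slc22a19 and Abcb1a in 2.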

The top 10 most significant GO terms are listed in Table 2 by their *p* values. These GO terms were categorized into 29 subgroups. Specifically, the downregulated genes were mainly related to regulation of lipid metabolic process, regulation of platelet cell cycle, ATPase activity, and nucleoside-triphosphatase activity (Figure 3(b)). 

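Lipid genes went both ways in db/db kidneys. Cd36, a fatty acid transporter, fell by 2.04 on the log2 scale (standard error 0.11, adjusted p = 9.72e-05), with 7.98 ± 0.04 (SD, n = 3) in db/db mice against 10.02 ± 0.13 (SD, n = 3) in db/m mice. Me1, malic enzyme, which supplies NADPH for fatty acid synthesis, fell by 0.85 (standard error 0.13, adjusted p = 0.027). Abhd6, a monoacylglycerol lipase, rose by 0.84 (standard error 0.11, adjusted p = 0.0137). The apolipoprotein genes Apoe and Apoc1 had log2 fold changes of 0.78 (adjusted p = 0.0784) and 1.28 (adjusted p = 0.119), which did not pass.
Of the genes that Table 2 lists under regulation of lipid metabolic process, all 5 measured genes given as downregulated were lower (3 called) and all 10 measured genes given as upregulated were higher (4 called). These were chosen on the same arrays and are not independent evidence. Among the fixed lists, fatty acid and triglyceride synthesis had 0 of 20 genes called higher and 1 lower (2 and 2 adjusted over the list alone), with no shift as a set (camera, adjusted p = 0.660, and 0.855 with an estimated correlation). Fatty acid oxidation and PPARA targets had 1 of 31 higher and 1 lower (2 and 3 adjusted over the list alone; camera, adjusted p = 0.636, and 0.855 with an estimated correlation). Of 19 apolipoprotein and lipoprotein genes, 0 were called higher and 1 lower (6 and 2 adjusted over the list alone; camera, adjusted p = 0.1, and 0.439 with an estimated correlation). This list passed camera in 1 of the 6 fits that leave out 1 array (adjusted p = 0.0157). Its median ran from 0.075 (without db/db replicate 3) to 0.273 (without db/db replicate 1). The list of cholesterol synthesis and uptake, where Cyp51 (lanosterol demethylase) was the only call among 19 genes, before and after adjustment over the list alone, shifted lower (camera, adjusted p = 0.021), which was lost with an estimated correlation (adjusted p = 0.281) and without db/m replicate 3 (adjusted p = 0.0635) or db/db replicate 3 (adjusted p = 0.150). Cd36 passed in all 6 fits that leave out 1 array, Abhd6 in 2 and Me1 in 1.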

Meanwhile, the upregulated genes were related to kinase activity, transcription factor activity, and response to reactive oxygen species (Figure 3(c)).

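Among the kinases and transcription factors that the study names as upregulated, Wee1, a kinase that holds cells before mitosis, rose by 0.82 on the log2 scale (standard error 0.14, adjusted p = 0.0407), and Prox1, a homeobox transcription factor, rose by 0.78 (standard error 0.12, adjusted p = 0.027). Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, had a log2 fold change of 0.67 (adjusted p = 0.0784), and Nupr1, a stress-induced transcriptional regulator, 0.84 (adjusted p = 0.15). Lists of other stress responses held few calls. In the fixed list of endoplasmic reticulum stress, 0 of 13 genes passed (1 higher adjusted over the list alone; camera, adjusted p = 0.675, and 0.812 with an estimated correlation). In the heat shock list 0 of 8 genes passed (1 higher adjusted over the list alone; camera, adjusted p = 0.530, and 0.616 with an estimated correlation). Of 13 immediate-early genes, 0 passed with either adjustment (camera, adjusted p = 0.763, and 0.856 with an estimated correlation). Prox1 passed in 1 of the 6 fits that leave out 1 array, and Wee1 in 0 (adjusted p from 0.0725 to 0.184).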

### 3.4. Pathway Enrichment Analysis of DEGs

Furthermore, in the pathway enrichment analysis, 41 pathway terms were significantly enriched, as shown in Figure 4(a). 

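T cell genes, peroxisomal enzymes and mitotic regulators were among the genes of the leading pathways. Cd3e, a chain of the T cell receptor complex, fell by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.0484), and its partner Cd3g had a log2 fold change of -0.79 (adjusted p = 0.0889). Amacr, a racemase needed to oxidize branched fatty acids and bile acid precursors, fell by 0.76 (standard error 0.11, adjusted p = 0.0284). Agps, an enzyme of ether lipid synthesis, and Crot, carnitine octanoyltransferase, had log2 fold changes of -0.91 (adjusted p = 0.135) and -0.55 (adjusted p = 0.182). Without db/m replicate 3, Cd3g and Agps passed (adjusted p = 0.0297 and 0.0332).
Of the 27 genes that Table 3 gives as upregulated, 24 have a probe set of their own. All 24 were higher and 12 passed. Of the 21 given as downregulated, 19 have a probe set of their own, all 19 were lower and 11 passed. These pathways were found on the same arrays and are not independent evidence. In the fixed list of T cell markers, all 19 measured genes had negative log2 fold changes, with a median of -0.26. Of them 3 fell (8 adjusted over the list alone), the others being Ccl5, a chemokine, which fell by 1.18 (adjusted p = 0.0162), and Ccr7, a chemokine receptor. Without the 5 genes named by the study, the median of the other 14 was -0.21. As a set they shifted lower (camera, adjusted p = 6.03e-11), but not with an estimated correlation (adjusted p = 0.0916). In the fits that leave out 1 array, Ccl5 passed in 2 of 6, and Cd3e (adjusted p from 0.0889 to 0.187) and Amacr (0.0577 to 0.111) in 0.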

The top 10 most significant pathway terms are listed in Table 3 by the *p* value. These pathway terms have been categorized into 18 subgroups. Specifically, the downregulated genes were mainly related to regulation of lipid metabolic process, regulation of platelet cell cycle, ATPase activity, and nucleoside-triphosphatase activity (Figure 4(b)). Meanwhile, the upregulated genes were related to kinase activity, transcription factor activity, and response to reactive oxygen species (Figure 4(c)).

### 3.5. PPI Network and Subnetwork of DEGs

According to the PPI dataset downloaded from STRING, the PPI network consisted of 166 gene signatures and 411 interactions based on 355 DEGs. The network was binary, and all interactions were unweighted and undirected. The giant component, which included the majority of the entire network genes containing 143 nodes and 395 edges, was constructed (Figure 5). The top 10 genes in degree and betweenness centrality (BC) are listed in Table 4.

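Among the hub genes of Table 4, 10 have a probe set of their own. Of these, 7 were lower in db/db mice and 3 were higher, and 6 of the 7 passed the test. The passing genes are Slco1a1, Slc7a13, Cyp2j13, Esr1, Apoh and Ccr7. Ccr7, which directs lymphocytes to lymph nodes, fell by 0.68 on the log2 scale (standard error 0.12, adjusted p = 0.0466), from 4.5 ± 0.13 (SD, n = 3) in db/m mice to 3.82 ± 0.12 (SD, n = 3) in db/db mice. Fabp1, a fatty acid-binding protein, had a log2 fold change of 0.70 (standard error 0.16, adjusted p = 0.139), at 2.40 ± 0.27 (SD, n = 3) against 3.10 ± 0.23 (SD, n = 3), both under the median signal of the arrays. Fabp1, Ccnb2 and Nr1i2 were the hub genes with higher signal, and each passed the study's thresholds but not the adjusted test. Over all 10, the fold change had a median size of 1.82. The hub genes were chosen from these arrays, so their direction is not independent evidence. C3 has no probe set of its own and is not analysed here. Ccr7 passed in 0 of the 6 fits that leave out 1 array (adjusted p from 0.0852 to 0.184).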

### 3.6. Confirmation with qPCR

To validate the microarray results, we analyzed the mRNA levels of representative genes by using qPCR. As shown in Figure 6, the relative mRNA levels of* Abcc3, Ccnb2, Cyp27b1, Gc, Maob*, and* Nr1i2* in db/db mice were significantly higher, whereas the mRNA levels of* Apoh, Cyp2j13, Esr-1, Cyp7b1, Hsd17b2, Slc7a13, Slco1a1*, and* Ugt2b37* were lower compared with those in db/m mice (all *p* < 0.05). These outcomes were consistent with the microarray results.

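On the arrays, 13 of the 14 genes measured by qPCR have a probe set of their own, and in all 13 the 3 db/db mice lay on one side of the 3 db/m mice. Of the 5 measured genes given as higher, 2 rose (Maob and Abcc3) and the others had positive log2 fold changes that did not pass the adjusted test. Of the 8 given as lower, 7 fell, all except Ugt2b37. Slc7a13, an amino acid transporter of the late proximal tubule, fell by 1.37 on the log2 scale (standard error 0.23, adjusted p = 0.0433), from 10.74 ± 0.16 (SD, n = 3) to 9.36 ± 0.53 (SD, n = 3). Ugt2b37, a glucuronosyltransferase, had a log2 fold change of -2.97 (standard error 0.52, adjusted p = 0.0514), with 8.14, 7.98 and 5.74 in the 3 db/db mice against a db/m mean of 10.26 ± 0.11 (SD, n = 3). Without db/db replicate 3 its log2 fold change was -2.20, which passed (adjusted p = 0.000649), and its fold change -4.59 in place of -7.83. The fall that the paper's Table 4 gives for this gene lies closer to -4.59 than to -7.83.
The qPCR genes were picked from these arrays, so the direction of the array values is not independent evidence, and the qPCR values are not among the deposited data. Gc has no probe set of its own and is not analysed here. Slc7a13 passed in 1 of the 6 fits that leave out 1 array.

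**Figure D1:**
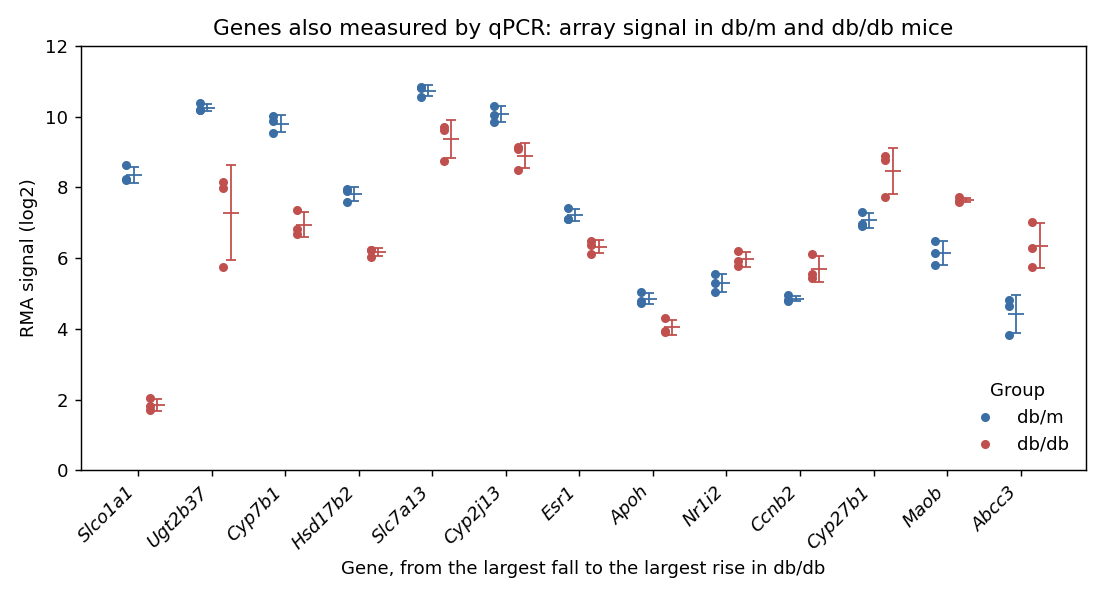
RMA signal (log2) on the vertical axis for the 13 genes on the horizontal axis, with a point for each db/m mouse (blue) and each db/db mouse (red), and the mean with its SD (n = 3 per group) beside the points. The groups do not overlap for any of the genes, and the db/db mice are most spread for Ugt2b37, where they lie at 8.14, 7.98 and 5.74.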

## 4. Discussion

DN has been a widely known issue in public health because of the lack of available curative methods. The pathogenesis of DN remains highly complex to be fully understood. In this study, cDNA microarray analysis was employed to clarify the underlying mechanism in db/db mice, an ideal animal model for type 2 DN. A total of 164 downregulated genes and 191 upregulated genes were identified. Enriched significant GO terms and pathways based on these DEGs were also determined. In addition, 10 hub genes were selected from the main PPI network constructed from DEGs according to their BC and degree.

In this study, biological oxidation was determined to be the most significant pathway, which includes the upregulation of* Aoc1, BC021614, Cyp17a1, Cyp27b1, Cyp2d22, Cyp2d26, Cyp4a14, Ephx1, Gm10639, Gm3776, Gsto1, Maoa,* and* Maob* and downregulation of* Ces2c, Cndp2, Cyp2a4, Cyp51, *and* Cyp7b1*. 

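Genes that the study counts under biological oxidations changed in both directions. Gsto1, a glutathione transferase on chromosome 19, rose from 7.76 ± 0.14 (SD, n = 3) in db/m mice to 8.64 ± 0.11 (SD, n = 3) in db/db mice (adjusted p = 0.016). Cndp2, a dipeptidase that cleaves cysteinylglycine, fell by 0.84 on the log2 scale (standard error 0.11, adjusted p = 0.0162). Aoc1, a diamine oxidase, and Ephx1, microsomal epoxide hydrolase, had log2 fold changes of 0.76 (adjusted p = 0.0809) and 0.67 (adjusted p = 0.0685), and Gm10639, given as a glutathione transferase gene, 0.88 (adjusted p = 0.154).
Of the genes that the study counts in this pathway, all 11 measured genes given as upregulated were higher, by 1.58-fold to 2.83-fold, and 5 passed. All 4 measured genes given as downregulated were lower and 3 passed. They were chosen on these arrays and are not independent evidence, and BC021614, Gm3776 and Ces2c have no probe set of their own. In the fixed list of glutathione transferases, 1 of 19 genes rose and 0 fell (4 and 0 adjusted over the list alone), and the median log2 fold change was 0.17. The list shifted higher as a set (camera, adjusted p = 0.00161), but not with an estimated correlation (adjusted p = 0.416). Gsto1 and Cndp2 each passed in 1 of the 6 fits that leave out 1 array.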

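A few cytochrome P450 genes rose or fell, and the family as a whole did not shift. Cyp7b1 fell by 2.85 on the log2 scale (standard error 0.19, adjusted p = 0.00056), from 9.80 ± 0.25 (SD, n = 3) in db/m mice to 6.95 ± 0.35 (SD, n = 3) in db/db mice. Cyp51 fell by 1.96 (standard error 0.14, adjusted p = 0.000642), from 7.44 ± 0.13 (SD, n = 3) to 5.48 ± 0.25 (SD, n = 3). Cyp17a1, which makes precursors of sex steroids, rose by 1.05 (standard error 0.16, adjusted p = 0.0302) from a db/m mean of 3.05, below the median signal of the arrays, and Cyp4a14, a fatty acid hydroxylase, rose by 0.89 (standard error 0.15, adjusted p = 0.0449). Cyp2d26 rose by 0.78 (standard error 0.12, adjusted p = 0.0355), while Cyp2d22 (0.66, adjusted p = 0.133) and Cyp2a4 (-0.81, adjusted p = 0.118) did not pass.
Of 50 measured genes of the fixed list of cytochrome P450 enzymes, 3 rose, 3 fell and 44 did not pass (6 higher and 7 lower adjusted over the list alone). The list did not shift as a set (camera, adjusted p = 0.601, and 0.812 with an estimated correlation). Of these genes 9 are named by the study. Cyp7b1 and Cyp51 passed in all 6 fits that leave out 1 array, Cyp17a1 in 1, and Cyp4a14 (adjusted p from 0.0751 to 0.149) and Cyp2d26 (0.0733 to 0.141) in 0.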

Meanwhile,* Cyp17a1, Cyp27b1, Cyp2d22, Cyp2d26, Cyp4a14 Cyp2a4, Cyp51,* and* Cyp7b1* are members of the CYP450 superfamily, which is highly implicated in sustaining the redox balance and limiting the source of oxidative stress [9, 10]. Park et al. reported abnormal expression of multiple CYP450 isoforms in Zucker diabetic rats, indicating that high glucose maybe result to the disorder of CYP450 families [11]. Both monoamine oxidases A and B are flavin adenine dinucleotide-dependent enzymes. Deamination of noradrenaline, serotonin, and dopamine leads to the production of hydrogen peroxide (H2O2). MAO activity as a source of reactive oxygen (ROS) has recently been investigated [12], and hyperglycemia led to increased MAO-A expression and overproduction of ROS in diabetic rats [13]. Thus, the DEGs involved in biological oxidation may be participants in the pathogenesis of DN via oxidative stress.

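Of the monoamine oxidase genes, which lie together on chromosome X, Maob rose by 1.50 on the log2 scale (standard error 0.16, adjusted p = 0.00654), from 6.14 ± 0.33 (SD, n = 3) in db/m mice to 7.64 ± 0.06 (SD, n = 3) in db/db mice. Maoa had a log2 fold change of 0.67 (standard error 0.15, adjusted p = 0.118), at 5.09 ± 0.21 (SD, n = 3) and 5.76 ± 0.21 (SD, n = 3). Maob was the only call among 24 genes of the fixed list of oxidative stress and NRF2 (3 higher adjusted over the list alone). Cat, which encodes catalase, and Gpx3, a secreted glutathione peroxidase, had log2 fold changes of -0.04 (adjusted p = 0.916) and 0.11 (adjusted p = 0.807). The list did not shift as a set (camera, adjusted p = 0.818, and 0.856 with an estimated correlation), and its median was -0.04 where its mean was 0.04. Maob passed in all 6 fits that leave out 1 array. Enzyme activity and reactive oxygen were not measured on the arrays.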

An increasing number of studies have recently indicated that hormonal imbalance participated in the development of DN [14–16]. In the present study, steroid hormone analyses from the KEGG database were found to be significant in the enrichment analysis, which involves the upregulation of* Cyp17a1, Cyp2d22, Cyp2d26*, and* Ugt2b34* and downregulation of* Akr1c18, Cyp7b1, Hsd17b2, Ugt2b37,* and* Ugt2b38. 

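Some enzymes of steroid metabolism fell and others rose. Hsd17b2, on chromosome 8, fell by 1.64 on the log2 scale (standard error 0.13, adjusted p = 0.0009), from 7.81 ± 0.20 (SD, n = 3) in db/m mice to 6.17 ± 0.11 (SD, n = 3) in db/db mice. Akr1c14, a 3-alpha-hydroxysteroid dehydrogenase, fell by 2.39 (standard error 0.24, adjusted p = 0.0046). Akr1c18, which reduces progesterone, had a log2 fold change of -1.97 that did not pass (adjusted p = 0.107), with an SD of 1.06 among the db/m mice. Without db/m replicate 1 it had one of -1.36 and passed (adjusted p = 0.00906). Of the glucuronosyltransferases, Ugt2b34 rose by 0.91 (standard error 0.12, adjusted p = 0.0162), and Ugt2b38 had a log2 fold change of -1.41 (standard error 0.31, adjusted p = 0.118), and of -0.97 without db/db replicate 3, where it passed (adjusted p = 0.042).
All 4 genes that the study gives as upregulated in this pathway were higher (3 called) and all 5 given as downregulated were lower (2 called), on the arrays from which they were chosen. Of 32 measured genes of the fixed list of steroid hormone enzymes, 1 rose and 4 fell (2 and 6 adjusted over the list alone). The fourth was Hsd17b11, named here after its values were seen, which fell by 0.66 (adjusted p = 0.0427). The list shifted lower as a set (camera, adjusted p = 0.0259), which was lost with an estimated correlation (adjusted p = 0.182), without the genes the study names (adjusted p = 0.588), without db/m replicate 3 (adjusted p = 0.0506) and without db/db replicate 3 (adjusted p = 0.0836). In the list of glucuronosyltransferases and sulfotransferases, 1 of 19 genes rose and 0 fell (1 and 4 adjusted over the list alone). That list did not shift (camera, adjusted p = 0.557, and 0.715 with an estimated correlation), with a median of 0.04 and a mean of -0.20. Hsd17b2 and Akr1c14 passed in all 6 fits that leave out 1 array, and Ugt2b34 in 2.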

HSD17B2* converts testosterone, dihydrotestosterone (DHT), and estradiol into their cognate inactive metabolites, A-dione, 5*α*A-dione, and estrone, respectively.* Cyp2d22* and* Cyp2d26*, a homolog of human* Cyp2d6*, exhibited a modest catalyzed activity from estradiol to 2-OH-E2 and 2-OH-E1 [17].* Cyp7b1* metabolizes 5*α*-androstane-3*β*,17*β*-diol (3*β*-Adiol) and dehydroepiandrosterone.* Ugt2b15*, an ortholog of* Ugt2b38*, catalyzes the conjugation of the 17*β*-hydroxy position of DHT, testosterone, and 3*α*-Diol [18]. Dysregulation of these genes led to reduced estrogen and elevated androgen levels. The close association between plasma leptin concentration and sex hormones has been demonstrated by Thomas et al. [19], while excess of circulating leptin may be an important contributor to the development of reduced androgens in male obesity [20]. These may partly account for the disorder of sex hormones regulated genes in leptin signaling deficient db/db mice. 

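Of the kidney genes known to be higher in male mice, several were lower in the db/db males, without a shift of the set at an estimated correlation (camera, adjusted p = 0.137). Of 14 measured male-biased genes, 6 fell and 0 rose (12 and 0 adjusted over the list alone), and the median log2 fold change was -1.02. Besides Slco1a1, Cyp7b1, Slc7a13, Cyp2j13 and Slc22a28, which the study also names, Kap (kidney androgen-regulated protein, named here after its values were seen) fell by 0.87 (adjusted p = 0.0156). Of 4 measured genes known to be higher in female mice, 2 rose (4 adjusted over the list alone). These are Abcc3 and Cyp4a14, and the amino acid transporter gene Slc7a12 had a log2 fold change of 0.73 (standard error 0.16, adjusted p = 0.11).
As sets, the male-biased genes shifted lower (camera, adjusted p = 1.59e-18) and the female-biased genes higher (adjusted p = 1.14e-06), but the latter also not with an estimated correlation (adjusted p = 0.118). The study names 7 of the 14 male-biased genes and all 4 female-biased genes from these arrays. The shift of the female-biased genes is therefore not independent evidence. The 7 male-biased genes that the study does not name had a median of -0.41. Of 9 markers of the S3 segment of the proximal tubule, 6 fell and 0 rose (7 and 2 adjusted over the list alone), with Cyp7b1 and Slc7a13 in both lists (camera, adjusted p = 1.24e-07, and 0.0916 with an estimated correlation). The study names 6 of these 9 markers from the same arrays, and the other 3 had a median of -1.03. Hormone levels are not among the deposited data.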

Estradiol administration to db/db mice improved DN [21]. Consistent with this finding,* Esr-1* encoded a receptor of estradiol, which is involved in DN [22], that was also significantly reduced in the current study.

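Esr1, the gene of estrogen receptor alpha on chromosome 10, fell by 0.89 on the log2 scale (standard error 0.13, adjusted p = 0.027). Its signal was 7.22 ± 0.17 (SD, n = 3) in db/m mice and 6.32 ± 0.18 (SD, n = 3) in db/db mice, a fold change of -1.86. Every db/db mouse was lower than every db/m mouse. The fall was several times the spread within either group. In the 6 fits that leave out 1 array its log2 fold change stayed between -0.97 and -0.79. With the fewer degrees of freedom of these fits, Esr1 passed the adjusted test in 0 of them (adjusted p from 0.059 to 0.0989).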

We found that bile acid synthesis disorder may be associated with the pathogenesis of DN. This disorder includes bile acid and bile salt metabolism based on the reactome pathway, bile secretion from the KEGG pathway, and bile acid metabolic process from GO terms.* Abcc3* encodes MRP3, and* Abcc4* encodes MRP4. Both transport the taurine and glycine conjugates of bile acids, as well as the unconjugated bile acid cholate, into blood.* Slco1a1* encodes OATP1A1, which can transport unconjugated and conjugated bile acids into cells [23]. Decreased* Slco1a1* and increased* Abcc3* and* Abcc4* that were found in the present study would lead to loss of conjugated and unconjugated bile acid and bile salts in the cell. This finding is consistent with those in a previous study [24]. 

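Slco1a1 had the largest change on the arrays. Its signal was 8.36 ± 0.23 (SD, n = 3) in db/m mice and 1.86 ± 0.17 (SD, n = 3) in db/db mice, a log2 fold change of -6.50 (standard error 0.14, adjusted p = 7.14e-08) and a fold change of -90.5. The db/db value lies below 3.37, the median over all probe sets of their mean signals, so the size of the fall depends on the background of the array. Abcc3, on chromosome 11, rose by 1.93 on the log2 scale (standard error 0.33, adjusted p = 0.0466), from 4.42 ± 0.53 (SD, n = 3) to 6.34 ± 0.64 (SD, n = 3). Abcc4, on chromosome 14, rose by 0.92 (standard error 0.15, adjusted p = 0.0354), from 7.57 ± 0.22 (SD, n = 3) to 8.49 ± 0.19 (SD, n = 3).
In the fixed list of bile acid synthesis and transport, 2 of 31 measured genes rose (Abcc3 and Abcc4) and 4 fell (Slco1a1, Cyp7b1, Akr1c14 and Amacr), with the same numbers adjusted over the list alone, and 6 of the 31 are named by the study. The list shifted lower (camera, adjusted p = 0.0267), which was lost with an estimated correlation (adjusted p = 0.182), without the genes the study names (adjusted p = 0.569), and without db/m replicate 2 (adjusted p = 0.08), db/m replicate 3 (adjusted p = 0.0506) or db/db replicate 2 (adjusted p = 0.0618). Under the bile acid and bile salt pathway of Table 3, both genes given as upregulated rose and 4 of 5 given as downregulated fell, and under bile secretion 4 of 6 rose and 2 of 2 fell, on the arrays they were chosen from. Slco1a1 passed in all 6 fits that leave out 1 array, Abcc3 in 1, and Abcc4 in 0 (adjusted p from 0.0554 to 0.144).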

Cholic acid has been reported to alleviate kidney damage in db/db mice via modulation of renal lipid metabolism and modulation of fibrosis and inflammation [25]. The study from Liang and Tall suggested that supplement with leptin reversed the deficiency in bile acid synthesis and transport as well as lipoprotein and energy metabolism in ob/ob mice, indicating the important role of leptin in regulating bile acid metabolism [26]. Elevated bile acid pool in STZ-induced diabetic mice and spontaneous diabetic ob/ob mice also revealed that high glucose is an important regulator of bile acid synthesis [27]. FXR is a major receptor of bile acid. Its deficiency-exacerbated diabetic nephropathy occurred in type 1 diabetic rats [28]. In addition, OATP1A2 can also transport dehydroepiandrosterone sulfate, a precursor for the synthesis of steroid hormones [29]. The serum level of dehydroepiandrosterone sulfate was negatively correlated with severe diabetic nephropathy [30].

In addition to identifying the pathway involved in DN, we also distinguished 10 hub genes based on the PPI network from DEGs, some of which were not reported in DN. Notably,* Nr1i2* encodes the pregnane X receptor, a nuclear receptor. However, no direct evidence of PXR involvement in DN is available. On the one hand, PXR may play a more important role in regulating the metabolism of drugs being used to treat DN because of its general role in controlling drug responses [31]. On the other hand, PXR influences macrophage sensitivity to cholesterol. Abnormal lipid metabolism in the kidney has been implicated in the development of DN. The current study found elevated PXR in db/db mice, suggesting that PXR regulates lipid metabolism and drug response in DN.

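Nr1i2, the gene of the pregnane X receptor on chromosome 16, had a higher signal in every db/db mouse than in any db/m mouse, at 5.96 ± 0.21 (SD, n = 3) against 5.29 ± 0.26 (SD, n = 3). This is a log2 fold change of 0.67 (standard error 0.16) and a fold change of 1.59. It passed the study's thresholds but not the test adjusted over all genes (adjusted p = 0.138). The adjusted p was above 0.05 in every fit that leaves out 1 array as well.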

Cyclin B2 encoded by* Ccnb2* is a member of the cyclin family, specifically the B-type cyclins. Cyclin B2 is associated with p34cdc2 and is an essential component of the cell cycle regulatory machinery. Cyclin B2 is primarily associated with the Golgi region. It also binds to transforming growth factor beta R2. Thus, cyclin B2/cdc2 may play a key role in transforming growth factor beta-mediated cell cycle control.* Ccnb2* increased in podocytes in rats with experimental membranous nephropathy. Increased* Ccnb2* expression promotes the proliferation of the cell, which may be associated with the proliferation of mesangial and tubular cells in high glucose, along with elevated TGF-*β*1 expression. In the present study, db/db mice exhibited upregulation of* Ccnb2* at the mRNA level, suggesting its contribution to DN via interference with cell G2/M phage.

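Genes of the G2/M phase, with positive log2 fold changes in 26 of 31, shifted higher in db/db mice at the preset correlation (camera, adjusted p = 2.44e-11) but not with an estimated one (adjusted p = 0.226). Ccnb2, on chromosome 9, had a signal of 4.85 ± 0.08 (SD, n = 3) in db/m mice and 5.70 ± 0.37 (SD, n = 3) in db/db mice, a log2 fold change of 0.84 (standard error 0.17) that passed the study's thresholds but not the adjusted test (adjusted p = 0.0891). Spc25, a kinetochore gene, had a log2 fold change of 1.02 (adjusted p = 0.0809), and Plk1, a mitotic kinase, 0.68 (adjusted p = 0.14). Rrm1, a ribonucleotide reductase subunit needed for DNA synthesis, rose by 0.71 (standard error 0.10, adjusted p = 0.0217).
Of 31 measured G2/M genes, 0 passed over all genes and 17 were higher and 0 lower adjusted over the list alone. Their median log2 fold change was 0.42, at a mean signal of 3.76, and 2 of them are named by the study. The 18 measured genes of S phase and DNA replication all had positive log2 fold changes, with 1 called and 5 higher adjusted over the list alone (camera, adjusted p = 6.5e-05, and 0.182 with an estimated correlation). Rrm1 passed in 1 of the 6 fits that leave out 1 array. Whether cells were in the cycle was not measured.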

*Cyp2j13* is an ortholog of* Cyp2j2* in humans, which is mainly expressed in the kidneys of mice.* Cyp2j13* is responsible for the conversion of arachidonic acid to EETs via the epoxygenase pathway [32]. Several reports suggested that EET production was significantly decreased in the kidney of STZ-induced diabetic rats and high glucose-treated proximal tubular epithelial cells [33–35]. Inhibition of EETs results in overproduction, cellular hypertrophy, and accumulation of fibronectin and collagen IV in high glucose incubated tubular cells [34]. Furthermore, overexpression of endothelial* Cyp2j2* also attenuated renal injuries in diabetic rats [36].* Cyp2j13* was reduced in the study, suggesting its involvement in DN by decreasing EET production.

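Cyp2j13, on chromosome 4, fell by 1.17 on the log2 scale (standard error 0.19, adjusted p = 0.0361). Its signal was 10.07 ± 0.23 (SD, n = 3) in db/m mice and 8.90 ± 0.37 (SD, n = 3) in db/db mice, a fold change of -2.25. Among related genes, Cyp2j6 and Cyp2j11, named here after their values were seen, had log2 fold changes of 0.46 (adjusted p = 0.159) and -0.31 (adjusted p = 0.454), and neither passed. The fixed list of cytochrome P450 enzymes also holds Cyp2j5 and Cyp2j9, whose values are not given here. Cyp2j13 was the only Cyp2j gene called in it. Cyp2j13 passed in 0 of the 6 fits that leave out 1 array (adjusted p from 0.0584 to 0.146). The arrays do not measure epoxyeicosatrienoic acids.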

*Cyp27b1* encodes a member of the cytochrome P450 superfamily of enzymes, the enzyme that catalyzes the conversion of 25-hydroxyvitamin D3 (25(OH)D) to 1-alpha,25-dihydroxyvitamin D3 (1,25(OH)2D), the active form of vitamin D3. It then binds to the vitamin D receptor and regulates calcium metabolism. Thus, this enzyme plays an important role in normal bone growth, calcium metabolism, and tissue differentiation via regulation of biologically active vitamin D.* Cyp27b1* mRNA expression, which was increased in the kidney from diabetic DBA mice, revealed dysregulation of the vitamin D endocytic pathway [37, 38]. The current study supports that* Cyp27b1* could be participants in the development of DN via regulation of vitamin D signaling.

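Cyp27b1, on chromosome 10, had a higher signal in every db/db mouse than in any db/m mouse, at 8.46 ± 0.64 (SD, n = 3) against 7.06 ± 0.21 (SD, n = 3). The log2 fold change of 1.39 (standard error 0.27, a fold change of 2.63) passed the study's thresholds but not the adjusted test (adjusted p = 0.0809), and it passed the latter only without db/db replicate 2 (adjusted p = 0.00479) among the 6 fits that leave out 1 array. Of 15 measured genes of vitamin D, calcium and phosphate handling, 0 passed over all genes and 3 were higher adjusted over the list alone. Calb1, the calcium-binding protein calbindin of the distal tubule, had a log2 fold change of 0.68 (adjusted p = 0.135), and Kl, which encodes klotho, -0.06 (adjusted p = 0.887). The list did not shift as a set (camera, adjusted p = 0.0601, and 0.396 with an estimated correlation), although it did without db/db replicate 3 (adjusted p = 0.029).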

*Apoh* encodes *β*2GPI, a 54.2 kDa single-chain protein containing four N-linked glycosylation sites, which is essential for binding phospholipids.* Apoh* also binds to various kinds of negatively charged substances such as heparin, phospholipids, and dextran sulfate. It plays multiple roles in coagulation and fibrinolytic pathways, placental homeostasis, athermanous plaque formation, endothelial cell activation, and apoptotic mechanisms [39]. The transcriptome analysis from human DN revealed the downregulation of* Apoh* in the diabetic tubule [5]. Increased urinary *β*2GPI excretion was proven to be a biomarker of impaired tubular reabsorption of protein in diabetics without clinical proteinuria [40]. Contradictory to these findings, reduced *β*2GPI ameliorated renal morphometric damage and kidney function in STZ-induced diabetic rats via inhibition of the TGF-*β*1-p38 MAPK pathway [41]. The present study revealed reduced expression of* Apoh*. However, the role of* Apoh* in DN has yet to be elucidated.

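Apoh, on chromosome 11, fell by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.0467), from 4.86 ± 0.16 (SD, n = 3) in db/m mice to 4.05 ± 0.21 (SD, n = 3) in db/db mice, a fold change of -1.75. Other genes of coagulation and fibrinolysis fell with it. Serpinf2, the inhibitor of plasmin, fell by 1.14 (standard error 0.19, adjusted p = 0.0459), and Proc, protein C, fell by 0.59 (standard error 0.10, adjusted p = 0.0361). With Hrg, these are the 4 genes that fell among 26 of the fixed list of complement and coagulation, where 0 rose, with the same numbers adjusted over the list alone. All 4 are named by the study, and without its genes the list did not shift (camera, adjusted p = 0.786).
Over the whole list the shift was lower (camera, adjusted p = 0.0339), with a median of -0.03, and it was lost with an estimated correlation (adjusted p = 0.229) and without db/m replicate 2 (adjusted p = 0.118), db/db replicate 1 (adjusted p = 0.0773) or db/db replicate 3 (adjusted p = 0.0595). Apoh (adjusted p from 0.05 to 0.193) and Serpinf2 passed in 1 of the 6 fits that leave out 1 array, and Proc in 0 (adjusted p from 0.0898 to 0.179).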

## 5. Conclusion

The current findings together indicate that upregulation of 164 probesets with genes and downregulation of 191 probesets. 

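Changes of at least 1.5-fold in either direction, whether or not they passed the test, were found in 11 of 50 cytochrome P450 enzymes, 2 of 19 glutathione transferases, 4 of 19 glucuronosyltransferases and sulfotransferases, 7 of 32 steroid hormone enzymes, 6 of 31 genes of bile acid synthesis and transport and 11 of 33 organic anion, cation and drug transporters. The median size of change on the log2 scale, without its sign, was 0.20, 0.21, 0.26, 0.22, 0.16 and 0.38 in these lists. These counts and sizes were not set against those of all genes, so they do not show whether the lists changed more than others. At the preset correlation the steroid hormone, bile acid and transporter lists shifted lower and the glutathione transferases higher, and with an estimated correlation none of the 6 lists shifted (adjusted p from 0.182 to 0.812). The estimated correlation was 0.00414 in the steroid hormone list and -0.0181 in the bile acid list, below the preset 0.01. Correlation between genes therefore does not account for the loss in these lists. Cyp7b1 stands in the lists of cytochrome P450, steroid hormone and bile acid genes, and Slco1a1 and Akr1c14 each in more than 1 list, so the lists are not independent of each other. Of the 94 genes of Tables 2 and 3, 85 have a probe set of their own, 79 passed the study's thresholds and 44 passed the test adjusted over all genes.

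**Figure D2:**
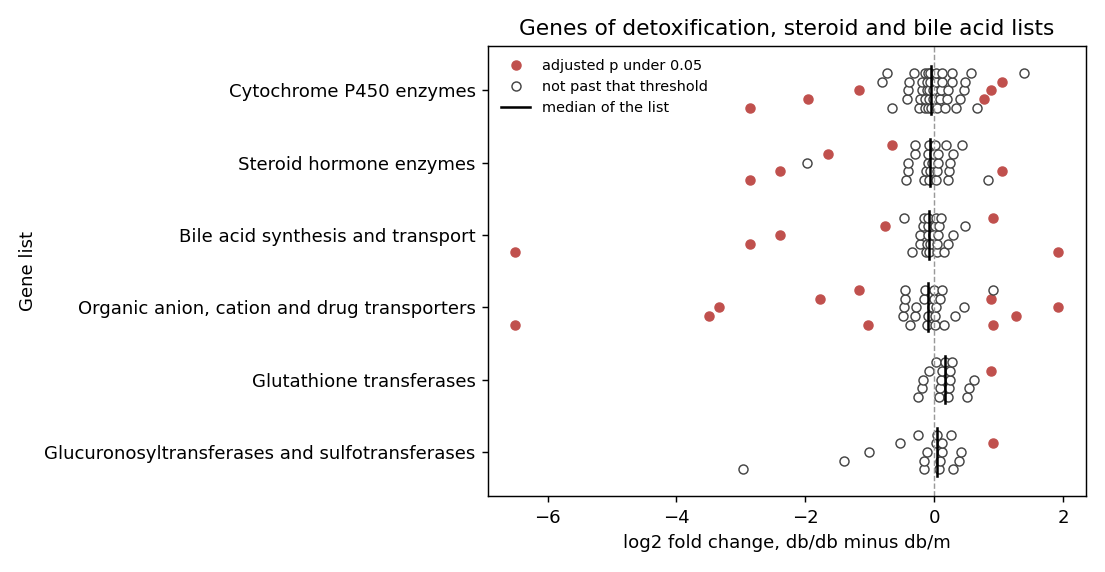
Log2 fold change (db/db minus db/m, 3 mice per group) on the horizontal axis for each measured gene of the lists on the vertical axis, filled red where the adjusted p is under 0.05 and open where it is not, with a black line at the median of each list. The medians lie between -0.10 and 0.17, with members on both sides of 0, and the genes farthest out are falls, down to -6.50 for Slco1a1.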

The DEGs were enriched for biological oxidation, steroid hormone biosynthesis, and bile acid metabolism. Some recognized hub genes, such as* Ccnb2*,* Nr1i2* and others, provide new insights into the molecular pathogenesis of DN.

## Figures and Tables

**Figure 1:**
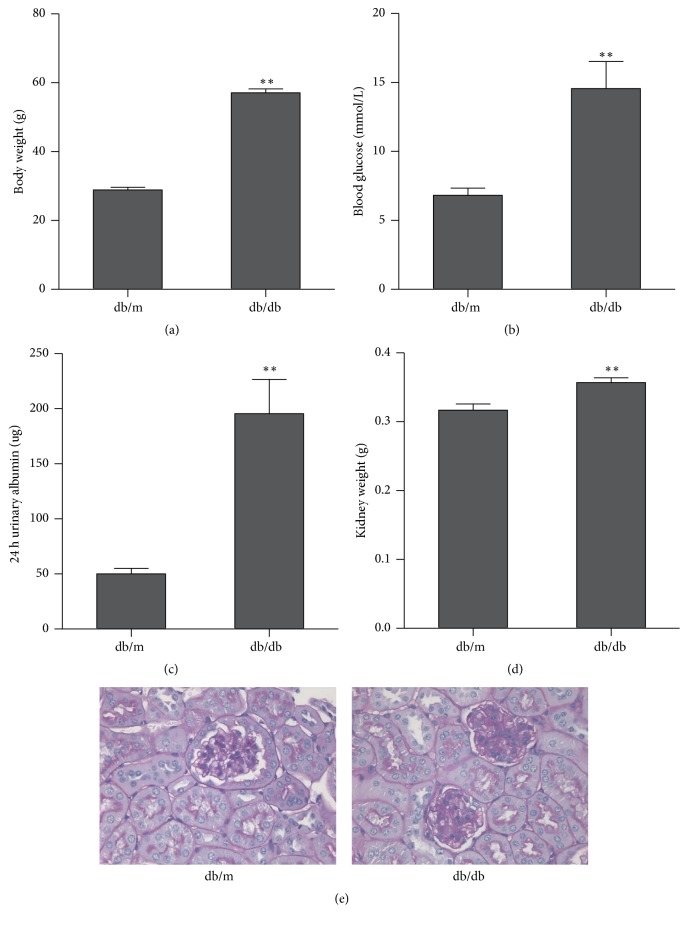
Comparison between db/db mice and db/m mice in terms of body weight (a), blood glucose (b), 24 h urinary albumin (c), and kidney weight (d). Renal histological changes are denoted by (e). Data presented as mean + SEM ^*∗∗*^*p* < 0.01, db/db versus db/m.

**Figure 2:**
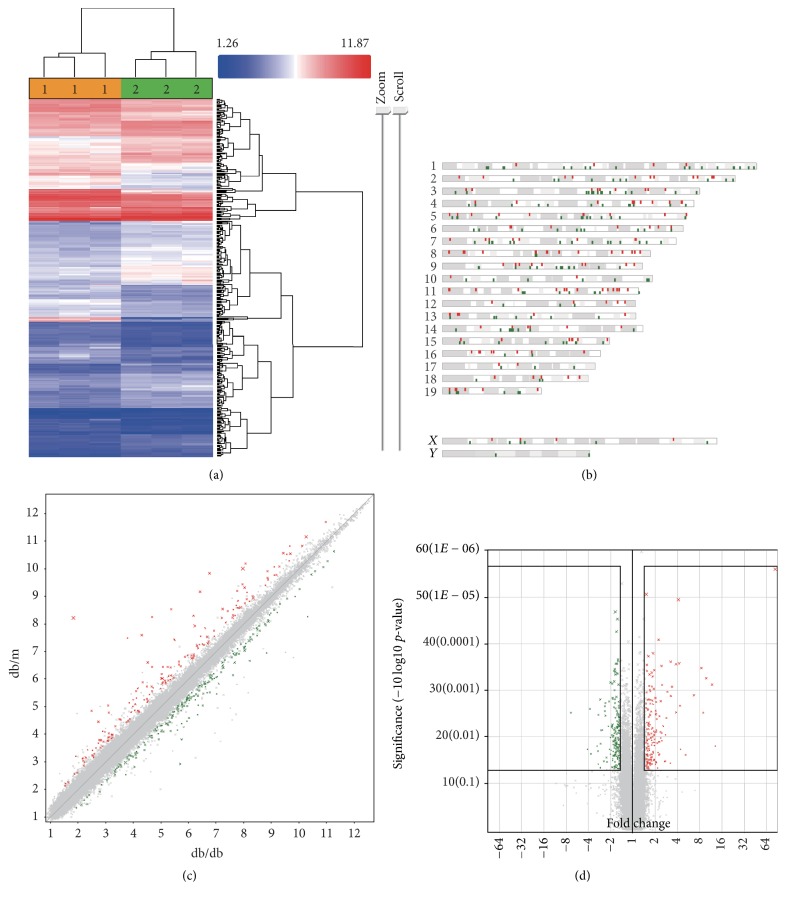
Identification of DEGs in the transcriptional profile from db/db and db/m mice at 22 w old. (a) Signal values are plotted and clustered in a heat map to determine overt differences in the signal between the 2 samples by TAC. (b) Chromosome distribution analysis shows where induced or repressed genes in db/db mice are located in the mouse genome. (c) Fold change calculated using the TAC software is exhibited as a scatter plot. Genes upregulated in db/db mice are shown in red, whereas downregulated genes are shown in green. (d) A fold change for each gene exceeding 1.5-fold change is plotted against significance as calculated by one-way ANOVA in a volcano plot. DEGs within the black boxes are considered for further ontology and pathway analysis.

**Figure 3:**
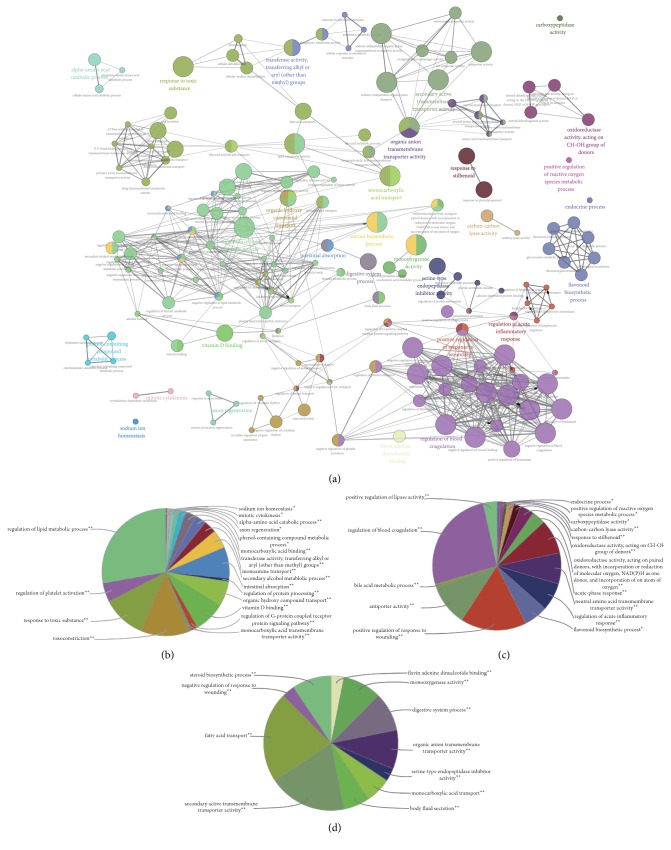
Functionally grouped network of enriched GO categories generated for the upregulated and downregulated genes. GO terms are represented as nodes. Functionally related groups partially overlap (a). Node pie charts represent the biological process analysis for upregulated genes (b) and downregulated genes (c) and uncertain genes (d).

**Figure 4:**
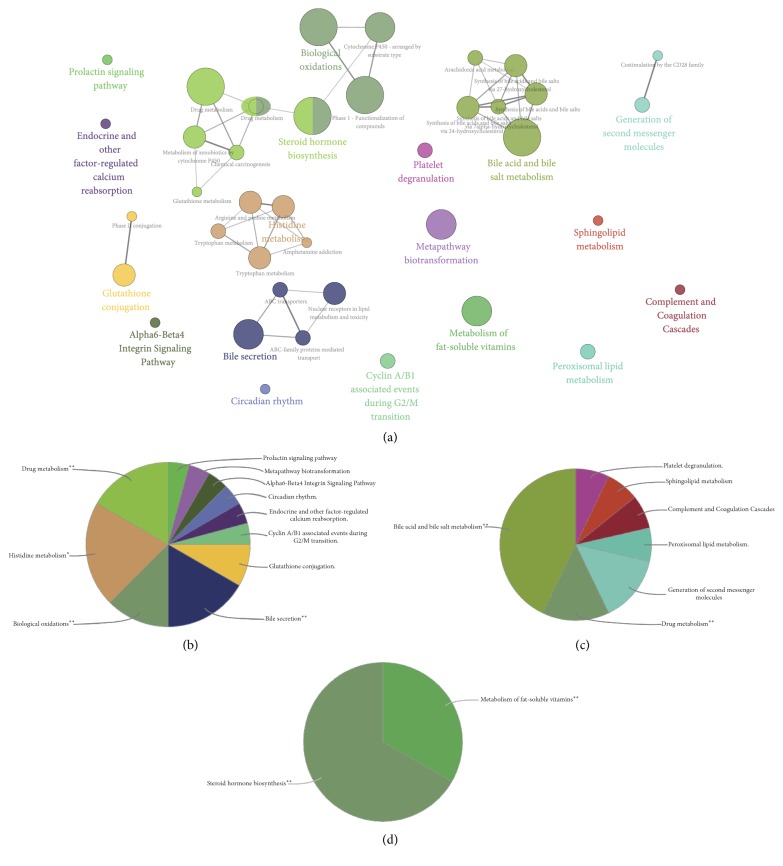
Functionally grouped network of enriched pathway categories was generated for the upregulated and downregulated genes. Pathway terms are represented as nodes. Functionally related groups partially overlap (a). The node pie charts represent pathway analyses for upregulated genes (b) and downregulated genes (c) and uncertain genes (d).

**Figure 5:**
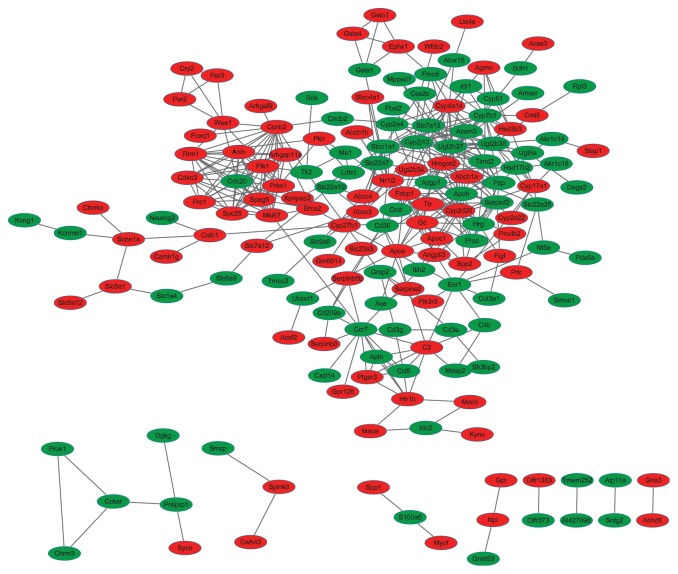
Interactome of the 355 genes showing 166 nodes and 411 edges in the protein-protein interaction map encompassing 4 clusters in DN. Genes are denoted as nodes in the graph, and interactions between them are presented as edges. Green indicates downregulated genes, whereas red indicates upregulated genes.

**Figure 6:**
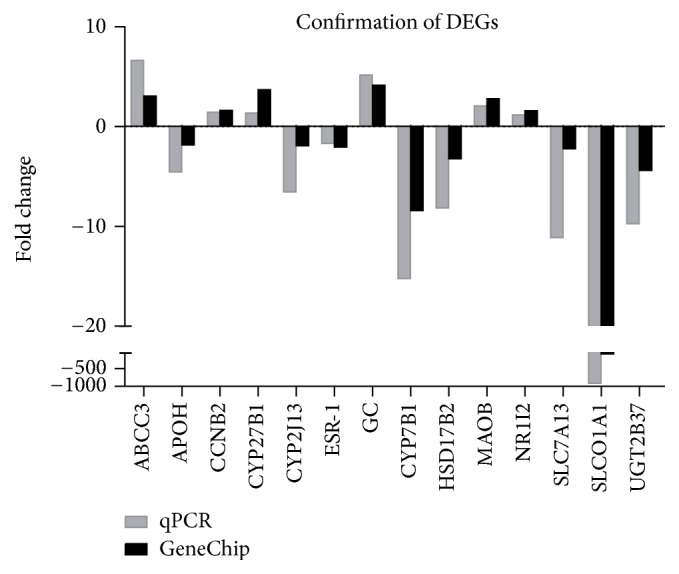
Confirmation of 14 representative DEGs by qPCR. The alterations in these genes at the mRNA level are similar between qPCR and GeneChip.

**Table 1:** Primers used in qPCR.

	Forward	Reverse
*Abcc3*	CCATTGACTTGGAGACGGATG	CGCAATGAGGTTGACTGGAG
*Apoh*	TGCATGGCGACAAAATTCAC	CCGTTTTCCAGAAAGCCAGAG
*Ccnb2*	TTGCCTGTCTCAGAAGGTGC	GGGGAGGCCAGGTCTTTGATG
*Cyp2j13*	CCACCCCAGACATCTTCAAT	AATTGTTCTCCGAGGCAAGCT
*Cyp27b1*	ACCCATTTGCATCTCTTCCCTT	CGGGTCATGGGCTTGATAGG
*Esr1*	CGTTTCTGTCCAGCACCTTG	CATGTGCCGGATATGGGAAAG
*Gc*	GGACAAAAACACCCAACACCT	CCATCTCTGTGGTGCTTGATT
*Maob*	ACTGAAACAGCCTCACACTGG	GGTACTGGTAATGGGTCGTGC
*Nr1i2*	TCGAAGACCCTAATGGTGGC	GAGCAGGATATGGCCGACTAC
*Slc7a13*	TGTTTTGTGCCCTGAATGTCC	CCCAACGCTATGAATGTGAAC
*Slco1a1*	TTCCGGCACCTGTTTACTTTG	TAGAATGAAGACTGCGGGGAG
*Ugt2b37*	TCCTTTGTTTGGAGAACAGCAT	AGGCTGGTCATGGTGAATGG
*Hsd17b2*	AATCATCAGACAGGAGCTTGAC	CCTCTCTTTCAAGGTCGGGAT
Cyp7b1	GTATTATATTCTTCGGCATCCTG	CATATCCTCCTGCACTTCTCG
*β-actin*	ACCCTAAGGCCAACCGTGAAAAG	CATGAGGTAGTCTGTCAGGT

**Table 2:** Top 10 enriched GO terms for DEGs sorted by *p* value (ascending).

GOID	GO term	Term *p* value corrected with Bonferroni step down	Genes cluster #1	Genes cluster #2
GO:0030193	Regulation of blood coagulation	7.10*E* − 07	*[Apoe, Ptger3, Serpine2]*	*[Apoh, Cd209a, Cd36, Hrg, Proc, Rpl3, Serpinf2, Tc2n]*
GO:0015291	Secondary active transmembrane transporter activity	1.00*E* − 06	*[Gm6614, Slc22a29, Slc5a1, Slc6a12, Slc7a12, Slc8a1, Slco4a1]*	*[Mfsd2a, Slc1a4, Slc22a19, Slc22a26, Slc22a28, Slc6a9, Slc7a13, Slc9a8, Slco1a1, Tmco3]*
GO:0008514	Organic anion transmembrane transporter activity	3.30*E* − 06	*[Abcc4, Gm6614, Slc22a29, Slc6a12, Slc7a12, Slco4a1]*	*[Slc1a4, Slc22a19, Slc22a26, Slc22a28, Slc22a7, Slc6a9, Slc7a13, Slco1a1]*
GO:0019216	Regulation of lipid metabolic process	1.90*E* − 05	*[Abhd6, Angptl3, Angptl8, Apoc1, Apoe, C3, Cyp17a1, Cyp27b1, Fabp1, Pdk1, Pik3r3, Prox1]*	*[Akr1c18, Apoh, Esr1, Kcnma1, Nt5e]*
GO:0004497	Monooxygenase activity	3.10*E* − 05	*[Agmo, Cyp17a1, Cyp27b1, Cyp2d22, Cyp2d26, Cyp4a14]*	*[Akr1c18, Cyp2a4, Cyp2j13, Cyp51, Cyp7b1, Fmo5]*
GO:0015297	Antiporter activity	1.00*E* − 04	*[Slc22a29, Slc7a12, Slc8a1]*	*[Slc22a19, Slc22a26, Slc22a28, Slc7a13, Slc9a8, Tmco3]*
GO:0009636	Response to toxic substance	1.40*E* − 04	*[Aoc1, Apoe, Cyp17a1, Ephx1, Fabp1, Gria3, Gsta4, Gsto1, Ltc4s, Maob, Nupr1]*	*[Bdh1, Ccl5, Cd36, Ubiad1]*
GO:0015908	Fatty acid transport	1.80*E* − 03	*[Abcc4, Apoe, Fabp1]*	*[Ace, Cd36, Crot, Mfsd2a]*
GO:0016765	Transferase activity, transferring alkyl or aryl (other than methyl) groups	1.80*E* − 03	*[BC021614, Gm10639, Gsta4, Gsto1, Ltc4s]*	*[Agps, Ubiad1]*
GO:0022600	Digestive system process	1.90*E* − 03	*[Cyp27b1, Fabp1, Ptger3, Slc5a1]*	*[Cckar, Cd36, Chrm3, Kcnma1]*

**Table 3:** Top 10 enriched pathway terms of DEGs sorted by *p* value (ascending).

GO term	Ontology source	Term *p* value corrected with Bonferroni step down	Genes cluster #1	Genes cluster #2
Biological oxidations	REACTOME_10.02.2016	520.0*E* − 9	*[Aoc1, BC021614, Cyp17a1, Cyp27b1, Cyp2d22, Cyp2d26, Cyp4a14, Ephx1, Gm10639, Gm3776, Gsto1, Maoa, Maob]*	*[Ces2c, Cndp2, Cyp2a4, Cyp51, Cyp7b1]*
Bile acid and bile salt metabolism	REACTOME_10.02.2016	120.0*E* − 6	*[Abcc3, Gm6614]*	*[Akr1c14, Akr1c18, Amacr, Cyp7b1, Slco1a1]*
Steroid hormone biosynthesis	KEGG_10.02.2016	440.0*E* − 6	*[Cyp17a1, Cyp2d22, Cyp2d26, Ugt2b34]*	*[Akr1c18, Cyp7b1, Hsd17b2, Ugt2b37, Ugt2b38]*
Bile secretion	KEGG_10.02.2016	680.0*E* − 6	*[Abcb1a, Abcb1b, Abcc3, Abcc4, Ephx1, Slc5a1]*	*[Slc22a7, Slco1a1]*
Metabolism of fat-soluble vitamins	REACTOME_10.02.2016	770.0*E* − 6	*[Apoe, Cyp27b1, Gc, Ttr]*	*[Akr1c14, Akr1c18, Ubiad1]*
Metapathway biotransformation	WikiPathways_10.02.2016	3.5*E* − 3	*[Cyp17a1, Cyp27b1, Ephx1, Gm3776, Gsta4, Gsto1]*	*[Chst11, Cyp51, Cyp7b1, Fmo5]*
Glutathione conjugation	REACTOME_10.02.2016	6.2*E* − 3	*[BC021614, Gm10639, Gm3776, Gsto1]*	*[Cndp2]*
Generation of second messenger molecules	REACTOME_10.02.2016	93.0*E* − 3		*[Cd3e, Cd3g, Grap2]*
Peroxisomal lipid metabolism	REACTOME_10.02.2016	93.0*E* − 3		*[Agps, Amacr, Crot]*
Cyclin A/B1 associated events during G2/M transition	REACTOME_10.02.2016	93.0*E* − 3	*[Ccnb2, Plk1, Wee1]*	

**Table 4:** Top 10 hub genes from PPI network.

Name	Betweenness centrality	Degree	Fold change
*Nr1i2*	0.245983	14	−1.58
*Esr1*	0.22107	9	−1.71
*Ccr7*	0.127205	13	−1.59
*C3*	0.085003	9	−1.58
*Slc7a13*	0.082573	14	−2.23
*Slco1a1*	0.080427	16	−84.31
*Apoh*	0.078909	17	−1.84
*Ccnb2*	0.07628	15	1.6
*Cyp2j13*	0.067509	17	−1.94
*Fabp1*	0.066322	12	1.62
*Ugt2b37*	0.065938	20	−4.4

## References

[1] Nasri H. (2013). On the occasion of the world diabetes day 2013; Diabetes education and prevention; a nephrology point of view. *Journal of Renal Injury Prevention*.

[2] Ghaderian S. B., Hayati F., Shayanpour S., Beladi Mousavi S. S. (2015). Diabetes and end-stage renal disease; a review article on new concepts. *Journal of Renal Injury Prevention*.

[3] Pourghasem M., Shafi H., Babazadeh Z. (2015). Histological changes of kidney in diabetic nephropathy. *Caspian Journal of Internal Medicine*.

[4] Tang S. C., Chan G. C., Lai K. N. (2016). Recent advances in managing and understanding diabetic nephropathy. *F1000Research*.

[5] Woroniecka K. I., Park A. S. D., Mohtat D., Thomas D. B., Pullman J. M., Susztak K. (2011). Transcriptome analysis of human diabetic kidney disease. *Diabetes*.

[6] Schmid H., Boucherot A., Yasuda Y. (2006). Modular activation of nuclear factor-*κ*B transcriptional programs in human diabetic nephropathy. *Diabetes*.

[7] Watanabe T., Tomioka N. H., Doshi M., Watanabe S., Tsuchiya M., Hosoyamada M. (2013). Macrophage migration inhibitory factor is a possible candidate for the induction of microalbuminuria in diabetic db/db mice. *Biological & Pharmaceutical Bulletin*.

[8] Tesch G. H., Lim A. K. H. (2011). Recent insights into diabetic renal injury from the db/db mouse model of type 2 diabetic nephropathy. *American Journal of Physiology—Renal Physiology*.

[9] Bhattacharyya S., Sinha K., Sil P. C. (2014). Cytochrome P450s: mechanisms and biological implications in drug metabolism and its interaction with oxidative stress. *Current Drug Metabolism*.

[10] Hrycay E. G., Bandiera S. M. (2015). Involvement of cytochrome P450 in reactive oxygen species formation and cancer. *Advances in Pharmacology*.

[11] Park S. Y., Kim C. H., Lee J. Y. (2016). Hepatic expression of cytochrome P450 in Zucker diabetic fatty rats. *Food and Chemical Toxicology*.

[12] Manni M. E., Bigagli E., Lodovici M., Zazzeri M., Raimondi L. (2012). The protective effect of losartan in the nephropathy of the diabetic rat includes the control of monoamine oxidase type A activity. *Pharmacological Research*.

[13] Umbarkar P., Singh S., Arkat S., Bodhankar S. L., Lohidasan S., Sitasawad S. L. (2015). Monoamine oxidase-A is an important source of oxidative stress and promotes cardiac dysfunction, apoptosis, and fibrosis in diabetic cardiomyopathy. *Free Radical Biology & Medicine*.

[14] Xu Q., Wells C. C., Garman J. H., Asico L., Escano C. S., Maric C. (2008). Imbalance in sex hormone levels exacerbates diabetic renal disease. *Hypertension*.

[15] Costacou T., Fried L., Ellis D., Orchard T. J. (2011). Sex differences in the development of kidney disease in individuals with type 1 diabetes mellitus: a contemporary analysis. *American Journal of Kidney Diseases*.

[16] Maric C. (2009). Sex, diabetes and the kidney. *American Journal of Physiology—Renal Physiology*.

[17] Lee A. J., Cai M. X., Thomas P. E., Conney A. H., Zhu B. T. (2003). Characterization of the oxidative metabolites of 17*β*-estradiol and estrone formed by 15 selectively expressed human cytochrome P450 isoforms. *Endocrinology*.

[18] Turgeon D., Carrier J.-S., Lévesque E., Hum D. W., Bélanger A. (2001). Relative enzymatic activity, protein stability, and tissue distribution of human steroid-metabolizing UGT2B subfamily members. *Endocrinology*.

[19] Thomas T., Burguera B., Melton L. J. (2000). Relationship of serum leptin levels with body composition and sex steroid and insulin levels in men and women. *Metabolism: Clinical and Experimental*.

[20] Isidori A. M., Caprio M., Strollo F. (1999). Leptin and androgens in male obesity: evidence for leptin contribution to reduced androgen levels. *The Journal of Clinical Endocrinology and Metabolism*.

[21] Chin M., Isono M., Isshiki K. (2005). Estrogen and raloxifene, a selective estrogen receptor modulator, ameliorate renal damage in db/db mice. *American Journal of Pathology*.

[22] Inada A., Inada O., Fujii N. L. (2016). Adjusting the 17*β*-estradiol-to-androgen ratio ameliorates diabetic nephropathy. *Journal of the American Society of Nephrology*.

[23] Kullak-Ublick G. A., Hagenbuch B., Stieger B. (1995). Molecular and functional characterization of an organic anion transporting polypeptide cloned from human liver. *Gastroenterology*.

[24] More V. R., Wen X., Thomas P. E., Aleksunes L. M., Slitt A. L. (2012). Severe diabetes and leptin resistance cause differential hepatic and renal transporter expression in mice. *Comparative Hepatology*.

[25] Jiang T., Wang X. X., Scherzer P. (2007). Farnesoid X receptor modulates renal lipid metabolism, fibrosis, and diabetic nephropathy. *Diabetes*.

[26] Liang C.-P., Tall A. R. (2001). transcriptional profiling reveals global defects in energy metabolism, lipoprotein, and bile acid synthesis and transport with reversal by leptin treatment in ob/ob mouse liver. *Journal of Biological Chemistry*.

[27] Li T., Francl J. M., Boehme S. (2012). Glucose and insulin induction of bile acid synthesis: mechanisms and implication in diabetes and obesity. *The Journal of Biological Chemistry*.

[28] Wang X. X., Jiang T., Shen Y. (2010). Diabetic nephropathy is accelerated by farnesoid X receptor deficiency and inhibited by farnesoid X receptor activation in a type 1 diabetes model. *Diabetes*.

[29] Kullak-Ublick G.-A., Fisch T., Oswald M. (1998). Dehydroepiandrosterone sulfate (DHEAS): identification of a carrier protein in human liver and brain. *FEBS Letters*.

[30] Kanauchi M., Nakajima M., Dohi K. (2001). Dehydroepiandrosterone sulfate and estradiol in men with diabetic nephropathy [2]. *Nephron*.

[31] Zhou C., King N., Chen K. Y., Breslow J. L. (2009). Activation of PXR induces hypercholesterolemia in wild-type and accelerates atherosclerosis in apoE deficient mice. *Journal of Lipid Research*.

[32] Wray J. A., Sugden M. C., Zeldin D. C. (2009). The epoxygenases CYP2J2 activates the nuclear receptor PPAR*α* in vitro and in vivo. *PLoS ONE*.

[33] Luo P., Zhou Y., Chang H.-H. (2009). Glomerular 20-HETE, EETs, and TGF-*β*1 in diabetic nephropathy. *American Journal of Physiology—Renal Physiology*.

[34] Eid S., Maalouf R., Jaffa A. A. (2013). 20-HETE and EETs in diabetic nephropathy: a novel mechanistic pathway. *PLoS ONE*.

[35] Shapiro H., Theilla M., Attal-Singer J., Singer P. (2011). Effects of polyunsaturated fatty acid consumption in diabetic nephropathy. *Nature Reviews Nephrology*.

[36] Chen G., Wang P., Zhao G. (2011). Cytochrome P450 epoxygenase CYP2J2 attenuates nephropathy in streptozotocin-induced diabetic mice. *Prostaglandins & Other Lipid Mediators*.

[37] Pei F., Li B.-Y., Zhang Z. (2014). Beneficial effects of phlorizin on diabetic nephropathy in diabetic db/db mice. *Journal of Diabetes and Its Complications*.

[38] Wang Y., Zhou J., Minto A. W. (2006). Altered vitamin D metabolism in type II diabetic mouse glomeruli may provide protection from diabetic nephropathy. *Kidney International*.

[39] Miyakis S., Giannakopoulos B., Krilis S. A. (2004). Beta 2 glycoprotein I-function in health and disease. *Thrombosis Research*.

[40] Lapsley M., Flynn F. V., Sansom P. A. (1993). *β*2-glycoprotein-1 (apolipoprotein H) excretion and renal tubular malfunction in diabetic patients without clinical proteinuria. *Journal of Clinical Pathology*.

[41] Wang T., Chen S.-S., Chen R., Yu D.-M., Yu P. (2015). Reduced beta 2 glycoprotein i improve diabetic nephropathy via inhibiting TGF-*β*1-p38 MAPK pathway. *International Journal of Clinical and Experimental Medicine*.

How the deposited data were processed for this re-analysis (not part of the article)

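Gene expression was measured in kidneys of 3 db/db and 3 db/m male mice aged 22 weeks, with 1 Affymetrix array per mouse. The sample labels call the arrays biological replicates, and no pooling is stated. The methods name the tissue as renal cortex and the sample labels name it as kidney. The authors deposited 1 table of signals on the log2 scale, 1 value per probe set and array, which their processing notes say were made by RMA in Affymetrix Expression Console. The notes give no version, filter or genome build, and the table holds 0 other columns per sample. Signals ranged from 0.42 to 12.8 on the log2 scale, and the array medians lay between 3.36 and 3.43. Arrays give no counts, so the precision comes from the 3 arrays per group and from how far a signal stands above background. Of the probe sets, those with a mean signal under 3.37 form the dimmer part of the table.

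The methods name another Affymetrix array than the one whose annotation matches the numeric probe-set identifiers of the table. Symbols and gene identifiers were taken from the matching annotation. Gene identifiers were matched to the RefSeq gene table of GRCm38.p6, where 23328 probe sets matched and 193 did not, and 0 symbols were updated. Since the files name no genome build, this table was used for names and chromosomes only. Of all genes, 1082 have several probe sets that name them alone, and the brightest one was used. In 1 gene, Fen1, such probe sets passed an unadjusted p under 0.05 in opposite directions. Of the called genes, 3 have several probe sets (Atp11a, Kcnma1 and Pdk1), and in 0 of them does another probe set have the opposite sign.

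Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings, db/db minus db/m, no covariate), and p values were adjusted by the Benjamini-Hochberg method over the 22180 genes. The variance prior of the gene-level fit had 5.29 degrees of freedom. The study's thresholds were a 1.5-fold change and an unadjusted p under 0.05, and they were applied with limma's test and with the methods' t-test, which for 2 groups is the same as the one-way test the methods name. Adjusted over all probe sets in place of genes, limma called 0 probe sets higher and 9 lower, and the methods' t-test 0 higher and 1 lower.

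Of 43 lists of genes, 42 had at least 3 measured genes and were tested with camera, adjusted over the lists. The lists were written with the paper's tables at hand, so many hold genes whose direction in those tables had been seen. Chromosomes were compared with a permutation test of 1e+05 resamples and Fisher's exact test per chromosome, and the distances between arrays with an exact permutation test over the 10 splits of the arrays. All tests were two-sided except the test of the distances, which was one-sided, and the permutation test over chromosomes, which has no direction. Random lists matched in size and brightness were drawn 10000 times with a fixed seed of 1, from 50 bins of brightness.

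The genes named in the text were chosen by a rule fixed in advance. It takes every gene the study names from these arrays, the 15 called genes with the largest rise and the 15 with the largest fall whose groups do not overlap, up to 4 called members and 2 of the brightest other members of each list, and the genes of the db and misty alleles. Genes named outside the rule are marked in the text. The values of the study's own genes in its tables had been seen before.

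Alternatives set in advance were quantile normalization between arrays, arrays centred on their medians, removal of the dimmer part of the probe sets, limma with trend and robust variances, the methods' t-test, the mean of all probe sets of a gene, the replicate number as a block, an adjusted p under 0.1, a 2-fold threshold, a count of distinct genes, an estimated correlation, the lists without the genes the study names, other distances, and each array left out in turn. Moderation over all probe sets, a count of probe sets that carry a gene name, and this count with the methods' t-test were added after the values were seen. A gene or list that passed no test in either setting counts as kept even where its sign differs, since neither direction was called.

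The analysis was tested on simulated data with the spread of these arrays. In 20 draws with 200 changed genes among 22180, limma recovered 32.8% of the genes changed by 1.5-fold, 77.7% of those changed by 2-fold and 97.2% of those changed by 4-fold, with 6.35 false calls per draw on average. A list of 20 genes shifted by 0.4 on the log2 scale was called in 20 of 20 draws and an unshifted list in 0. The simulated genes were independent, so this does not test the preset correlation. The permutation test over chromosomes gave p = 0.154 for random calls and p = 1e-05, the smallest that its resamples can give, for calls placed on 1 chromosome 4 times as often.

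The Gene Ontology, pathway and protein network analyses were not rerun, since their term and interaction tables are not among the files. The qPCR, blood, urine and tissue measurements are not among the files. Genes with no probe set of their own (among them BC021614, Ces2c, Gc, Serpine2 and C3) or only a probe set shared with other genes (Gm3776, Slc6a9 and Per2) are not analysed here. Some items are withheld and not reported here. The RNA quality and labelling controls of the array could not be picked out by their identifiers and are not analysed here.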

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

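The tests of explanations in this part, and the counts over other splits of the arrays, were chosen after the results they bear on had been seen. The comparisons of genes and lists that they start from were set in advance.

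The following genes are among the 15 largest rises or falls but are not discussed in the paper, and were singled out for that reason. Alox15, which encodes a lipoxygenase of arachidonic and linoleic acid, had a log2 fold change of -3.23 (adjusted p = 0.000886). Pzp, the protease inhibitor pregnancy zone protein, had one of -2.84 (adjusted p = 0.00654), Ldc1 one of -2.07 (adjusted p = 0.000599), Cym one of -1.75 (adjusted p = 0.00283) and Chrdl1, an antagonist of bone morphogenetic proteins, one of -1.68 (adjusted p = 0.00424), with a db/db mean of 2.75 that lies below the median signal of the arrays. Sprr1a, a protein of the cornified envelope, was higher by 1.70 (adjusted p = 0.00857), Mtarc1 by 1.31 (adjusted p = 0.027), Xpnpep2, an aminopeptidase, by 1.20 (adjusted p = 0.0137) and Bbox1, an enzyme of carnitine synthesis, by 1.13 (adjusted p = 0.0309). Gm5524 was higher by 1.02 (adjusted p = 0.0427), Mpzl2 by 0.96 (adjusted p = 0.0117), Klk1b8, a kallikrein, by 0.95 (adjusted p = 0.0354) and Acsf2, an acyl-CoA synthetase, by 0.95 (adjusted p = 0.0355). For all 13 the groups did not overlap, which the choice of these genes required and chance gives for 10% of genes. Alox15, Ldc1, Cym and Chrdl1 passed in all 6 fits that leave out 1 array, Pzp, Sprr1a and Mpzl2 in 5 (adjusted p up to 0.0588, 0.0541 and 0.0551), Xpnpep2 in 4 (up to 0.0733), and Mtarc1, Bbox1, Gm5524, Klk1b8 and Acsf2 in 1 (up to 0.116, 0.141, 0.174, 0.13 and 0.141).

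Male-biased kidney genes and markers of the S3 segment, where several of them are expressed, shifted lower in db/db mice at the preset correlation but not with an estimated correlation (adjusted p = 0.137 and 0.0916). Of 9 S3 markers, 7 had 95% intervals of the log2 fold change below 0 and 2, Slc5a1 and Slc7a12, had intervals above 0. The study names 6 of the 9 from these arrays. These values therefore neither exclude nor require fewer S3 segments in the db/db samples. The 7 male-biased genes that the study does not name had a median of -0.41, below that of random lists of the same size and brightness (-0.114 to 0.169 for the middle 95% of 10000), but they belong to the list whose fall raised the question and do not favour lower androgen action over another cause. The explanations cannot be told apart, since S3 cells express several male-biased genes and hormones are not among the deposited data. Other differences between db/db and db/m mice that act on these genes also remain open and untested.

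G2/M genes had positive log2 fold changes in 26 of 31 at low signal, with 0 called, and shifted higher as a set at the preset correlation but not with an estimated correlation (adjusted p = 0.226). No single array carried this, since the lowest median log2 fold change of the list with 1 array left out was 0.33 (without db/db replicate 3) against 0.42 over all arrays. Low signal is argued against as the only cause, since the 17 members with db/m means above the median of all probe sets had a median of 0.50 (95% interval 0.203 to 0.729, taking members as independent), against 0.30 in the other 14, although that level is not a measured background. More cells in the cell cycle may account for it, since the median of the S phase genes, 0.17, lay at percentile 99.48 of its random lists, although that list did not shift with an estimated correlation (adjusted p = 0.182) and random lists hold genes that are not regulated together and so understate how far a list can move by chance. Which cells these would be, and whether diabetes or another difference between the mice brings them, was not tested.

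Circadian clock genes shifted higher as a set in db/db mice (camera, adjusted p = 0.000458, and 0.182 with an estimated correlation), with positive log2 fold changes in 14 of 18 and negative ones in 4. Of them 1 was called higher and 0 lower (5 and 1 adjusted over the list alone). The called gene is Wee1, which passed in 0 of the 6 fits that leave out 1 array. Signals of Arntl, named with Dbp after their values were seen, were 5.41, 5.59 and 6.88 in db/m mice and 4.69, 4.71 and 5.48 in db/db mice, and those of Dbp, which peaks at another time of day, 8.68, 8.18 and 7.12 against 8.86, 9.27 and 8.39. The db/m replicate 3 carries part of the difference but not all of it, since without it the median log2 fold change fell from 0.44 to 0.24 and the list still passed at the preset correlation (adjusted p = 0.0104). Killing at different times of day within each group may account for part of the spread, since the mean SD of these genes within groups, 0.381, lay at percentile 100 of random lists (0.124 to 0.209 for the middle 95%). That SD pools both groups, so it does not show the spread of each, and 1 mouse such as db/m replicate 3 could supply much of it. Random lists also hold genes that are not regulated together. The sample labels give no time of killing, so a difference in time between the groups and a shift of the clock in db/db mice both remain open.

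The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split called 107 genes, against at most 1 gene in any other, so that 1 of 10 splits gave as many. It gave 917 probe sets past the study's thresholds against at most 560, again 1 of 10 splits, and shifted 22 lists against at most 9, also 1 of 10 splits.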

How the results depend on the processing

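Quantile normalization, centring, removal of dim probe sets, limma with trend and robust variances and the mean over probe sets kept the gene counts within 1.5 times the 43 higher and 64 lower. In every alternative where they were tested, all calls kept their sign and an unadjusted p under 0.05. They were chosen for a low p on these arrays, so this is not independent evidence. The unadjusted p could still change, for Abcc3 from 0.000212 with limma to 0.0159 with the methods' t-test. The methods' t-test called 0 genes higher and 2 lower after adjustment, 1 of them shared with the main calls, and an adjusted p under 0.1 gave 96 and 97. The variance estimate decides here, since moderation over all probe sets, chosen after seeing the data, left 0 and 14 with the same fold changes. Fits that leave out 1 array called from 8 to 26 genes higher and from 20 to 43 lower, with fewer samples and fewer degrees of freedom. Of 60 named genes that were called, 14 passed in all 6 of these fits and 12 in 0. Of the 181 named genes measured, 8 lost their call with quantile normalization, 59 with the methods' t-test and 49 with moderation over all probe sets, and 0 called genes reversed in any alternative. Those still called with the last are Alox15, Cd36, Chrdl1, Cym, Cyp51, Cyp7b1, Fmo5, Hsd17b2, Ldc1, Slc22a26 and Slco1a1.

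With the replicate number as a block (replicate block), 19 genes were higher and 42 lower, and 52 of these 61 were also called without it. No pairing of the mice by number was seen. The deviations of db/m and db/db mice with the same number from their group means correlated at -0.004, -0.028 and -0.099. In 0 of the 3 did both mice correlate best with each other. The block leaves the fold changes as they were and takes degrees of freedom from the fit, which can lower a count by itself. Whether anything else lowered the count was not tested.

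Probe sets past the study's thresholds (533 higher and 384 lower) numbered 341 and 248 without dim probe sets, 304 and 228 with the methods' t-test, 102 and 86 at 2-fold, and 222 and 172 as distinct genes. With counts chosen after seeing the data, they numbered 250 and 198 among probe sets that carry a gene name and 172 and 142 among these with the methods' t-test. Fewer probe sets or a stricter threshold lower a count by construction. In each of these settings more were higher than lower. They ranged from 510 to 771 higher and from 401 to 513 lower when 1 array was left out.

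Of the 22 lists that shifted, 0 did with an estimated correlation (lowest adjusted p = 0.0916) and 14 did without the genes the study names, which leaves fewer genes per list. Correlation between genes does not account for the former loss in every list, since lists with an estimated correlation below the preset 0.01 lost their shift too. In lists with higher estimates, such as 0.391 for the glutathione transferases, its part in the loss was not tested. For the S3 markers, estimated at 0.00508, the unadjusted p of camera went from 1.18e-08 to 0.00436. For macrophage and dendritic cell markers, estimated at -0.032, it went from 0.000837 to 0.0213. Lists that shifted numbered from 15 to 22 in the other alternatives. The permutation p over chromosomes lay between 0.363 and 0.546, and the distance between groups exceeded that within groups under all 5 settings. The alternative restricted to probe sets with a plain ending was not run, since the identifiers of the table carry no endings. Low signal limits the smallest values, such as Slco1a1 in db/db mice, and the G2/M and T cell lists, whose mean signals of 3.76 and 3.50 lie near the median of all probe sets.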

Differences from the paper's values

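The paper's Table 4 gives Nr1i2 a fold change of -1.58, and the value here is 1.59, higher in db/db mice. It stayed positive, between 1.46 and 1.74, under every alternative set before the data were examined, so none of them gives the sign of Table 4. The paper's text and its Fig. 6, where the array value is about 1.6, read by eye, give the gene as higher, as found here.

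The paper's Results give 191 genes as higher and 164 as lower, where 533 probe sets were higher and 384 lower here at the same thresholds with limma's test. Of the alternatives set before the data were examined, a count of distinct genes (222 higher and 172 lower) comes within 1.5 times both of the paper's values, and the methods' t-test within that of the lower count (228) but not of the higher one (304). The other alternatives, quantile normalization, centring, removal of dim probe sets (341 and 248), trend and robust variances, the replicate number as a block, a 2-fold threshold (102 and 86) and each array left out, do not.

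The paper's Conclusion gives 164 probe sets as higher and 191 as lower, with the directions exchanged, against 533 and 384 here. The count of distinct genes comes within 1.5 times both values, and for the lower count so do the removal of dim probe sets (248) and the methods' t-test (228). In every setting more probe sets were higher than lower, which is the order in the Results. Probe sets that carry a gene name, a count chosen after seeing the values, gave 250 and 198, and with the methods' t-test, also chosen after seeing that its counts lay near the paper's, 172 and 142, while 164 and 134 distinct genes passed that test, and with it 79 of the 85 measured genes of Tables 2 and 3 passed and 6 did not, as with limma.

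All 41 measured genes that Tables 2 and 3 give as upregulated were higher here, and 42 of the 44 given as downregulated were lower. The exceptions are Cd209a, with a log2 fold change of 0.32 (adjusted p = 0.715), and Rpl3, with 0.25 (adjusted p = 0.467). The legend of Fig. 2 gives red as upregulated in db/db mice in the scatter plot, where the red point farthest from the diagonal stands for a gene that is high in db/m mice, as Slco1a1 is here, with a fold change of -90.5.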

Other observations

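Markers of some segments of the distal nephron shifted higher in db/db mice at the preset correlation, and none of them did with an estimated correlation. All 9 measured markers of the distal convoluted tubule had positive log2 fold changes, with a median of 0.35, and 1 rose (5 adjusted over the list alone), namely Slc8a1, a sodium-calcium exchanger, by 0.88 (adjusted p = 0.0179), which passed in 1 of the 6 fits that leave out 1 array (adjusted p up to 0.1). As a set they shifted higher (camera, adjusted p = 1.57e-07, and 0.137 with an estimated correlation). Markers of intercalated cells had a median of 0.28, with 0 of 12 called (3 higher adjusted over the list alone), and shifted higher (adjusted p = 0.000108, and 0.169 with an estimated correlation), with the ammonia transporter gene Rhcg at 0.40 (adjusted p = 0.197). Markers of principal cells (median 0.21, 0 of 10 called with either adjustment, adjusted p = 0.0233, and 0.396 with an estimated correlation) and of the thick ascending limb (median 0.18, 0 of 9 called, 1 higher and 1 lower adjusted over the list alone, adjusted p = 0.0339, and 0.279 with an estimated correlation) shifted higher over all arrays. The principal cell call was lost without db/m replicate 1 (adjusted p = 0.0966), db/m replicate 2 (0.101) or db/db replicate 3 (0.126), and that of the thick ascending limb without db/m replicate 2 (0.08), db/m replicate 3 (0.187), db/db replicate 1 (0.0957) or db/db replicate 3 (0.0636). Markers of the S1 and S2 segments (median 0.08, 0 of 16 called with either adjustment, adjusted p = 0.191, and 0.708 with an estimated correlation) and of the inner medulla and urothelium (median 0.21, 0 of 5 called with either adjustment, adjusted p = 0.0942, and 0.396 with an estimated correlation) did not shift. The latter did without db/m replicate 1 (0.0325) or db/db replicate 2 (0.00932). All 13 measured genes of gluconeogenesis and glucose transport had positive log2 fold changes, with a median of 0.19 and 0 called (1 higher adjusted over the list alone), and shifted higher (adjusted p = 0.000303, and 0.137 with an estimated correlation), with the glucose transporter gene Slc5a1 at 0.52 (adjusted p = 0.151). With 1 array left out, the median of that list ran from 0.12 (without db/m replicate 1) to 0.23 (without db/m replicate 3).

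Genes of macrophages and dendritic cells were lower as a set in db/db mice (median -0.12, 0 of 22 called with either adjustment, camera, adjusted p = 0.00293, and 0.137 with an estimated correlation), and so were those of B cells and plasma cells (median -0.11, 0 of 11 called with either adjustment, adjusted p = 0.0435, and 0.396 with an estimated correlation). The B cell shift was lost without db/m replicate 2 (adjusted p = 0.126), db/m replicate 3 (0.101) or db/db replicate 1 (0.213). Inflammatory cytokines and NF-kB genes did not shift (0 higher and 1 lower of 21, 1 and 1 adjusted over the list alone, adjusted p = 0.819, and 0.855 with an estimated correlation).

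Of 34 genes of extracellular matrix and fibrosis, 0 passed with either adjustment (camera, adjusted p = 0.227, and 0.584 with an estimated correlation), and the podocyte markers (0 of 16 with either adjustment, adjusted p = 0.0559, and 0.279 with an estimated correlation) passed as a set without db/m replicate 3 (adjusted p = 0.0323) or db/db replicate 1 (0.0453) and not over all arrays. Mesangial, pericyte and smooth muscle markers shifted higher (median 0.21, 0 of 9 called, 4 higher adjusted over the list alone, adjusted p = 0.0122, and 0.226 with an estimated correlation), except without db/db replicate 1 (adjusted p = 0.0558). Tubular injury genes also shifted higher (median 0.12, 0 of 17 called, 1 higher adjusted over the list alone, adjusted p = 0.0372, and 0.447 with an estimated correlation), but not without db/m replicate 1 (0.104), db/m replicate 2 (0.12) or db/db replicate 3 (0.477). Endothelial markers did not shift (0 of 15 called, 1 lower adjusted over the list alone, adjusted p = 0.740, and 0.840 with an estimated correlation). In the renin-angiotensin system, Ace fell by 0.98 on the log2 scale (standard error 0.14, adjusted p = 0.0215), the only call among 10 genes (2 lower adjusted over the list alone, camera, adjusted p = 0.239, and 0.396 with an estimated correlation). Ace passed in 1 of the 6 fits that leave out 1 array (adjusted p up to 0.1).

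Markers of tissues next to the kidney did not shift. Adipocyte markers had a median of -0.23 (0 of 8 called with either adjustment, adjusted p = 0.147, and 0.669 with an estimated correlation), and passed only without db/m replicate 1 (adjusted p = 0.0236). Adrenal markers (0 of 11, adjusted p = 0.772, and 0.840 with an estimated correlation) and skeletal muscle markers (0 of 7, adjusted p = 0.772, and 0.840 with an estimated correlation) had mean signals of 2.83 and 3.31, under the median of all probe sets. Of 10 erythroid markers 1 was measured, Epb42, with a log2 fold change of -0.05 (adjusted p = 0.924), so that list was not tested. Lepr, the gene mutated in db/db mice, had a log2 fold change of 0.14 (adjusted p = 0.844), and its probe set does not show the splice change of the db allele.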
